# Deciphering the code of resistance: a genomic and transcriptomic exploration of the *Cystoisospora suis* Holland-I strain

**DOI:** 10.1038/s41598-025-89372-8

**Published:** 2025-02-14

**Authors:** Teresa Cruz-Bustos, Thomas Eder, Baerbel Ruttkowski, Anja Joachim

**Keywords:** *Isospora suis*, Coccidia, Swine, Apicomplexa, Toltrazuril, Retrotransposon, Mitochondria, Microbiology, Parasitology, Parasite biology

## Abstract

*Cystoisospora suis*, a member of the apicomplexan order Coccidia and causative agent of neonatal porcine coccidiosis, poses a challenge to pig production due to the emergence of reduced efficacy of toltrazuril, the only EU-approved treatment. To address the critical gaps in understanding toltrazuril resistance and possibilities of early diagnostics, our study investigated the genetic basis of resistance through whole-genome DNA sequencing and transcriptome analysis of two *C. suis* strains, the toltrazuril-susceptible Wien-I and the resistant Holland-I. Additionally, we studied the mitochondrial genome and analysed mitochondrial gene expression in both strains. Our results show that genes encoding proteins involved in host-cell invasion displayed variable expression patterns and genetic mutations, suggesting adaptive changes in invasion mechanisms. Moreover, substantial fluctuations in the expression of genes linked to retrotransposons, accompanied by genetic alterations, were observed, highlighting their potential involvement in genomic rearrangements. Finally, our mitochondrial genome analyses revealed important insights into its genetic organization and conservation. Notably, the marked downregulation of CoI, CoIII and Cytb mRNA levels in the resistant strain Holland-I upon toltrazuril exposure highlights the dynamic response of mitochondrial genes to toltrazuril. These mitochondrial adaptations appear to be closely linked to the parasite drug resistance mechanism, potentially facilitating its survival under pharmacological stress. These findings enhance our knowledge of drug resistance mechanisms in Coccidia and highlight the need for novel management strategies, leading to the development of targeted treatments and controls.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-89372-8.

## Introduction

*Cystoisospora suis* (syn. *Isospora suis*) is a protozoan parasite of the family Sarcocystidae, order Coccidia, in the phylum Apicomplexa^1^. It infects pigs, particularly suckling piglets, and is a significant cause of neonatal piglet diarrhoea worldwide. The infection can result in non-haemorrhagic diarrhoea and enteritis, leading to adverse health effects such as weight loss and reduced weight gain^2^. The life cycle of *C. suis* is complex and involves both asexual and sexual reproduction stages^1,3^. Infection occurs when piglets ingest oocysts that had previously been shed with the faeces of infected animals into the environment and sporulated to become infectious. Once inside the host’s digestive tract, oocysts release sporozoites which then invade the intestinal epithelial cells. Within the host cells, asexual multiplication occurs, leading to the formation of merozoites. These merozoites continue to differentiate into sexual stages (gamonts and gametes), leading to the formation of oocysts after fusion of micro- and macrogametes^1,4,5^. Porcine cystoisosporosis is commonly controlled by application of the triazinone toltrazuril. However, drug resistance has been reported, and the prevalence of the parasite in pig herds in Europe remains a concern^6,7^. In addition, the increasing pressure to reduce the use of drugs in livestock production highlights the need for alternative control measures and new treatment strategies^8^.

Drug resistance in parasites is a significant and challenging problem in both human and veterinary medicine. Protozoan and metazoan parasites have the ability to adapt and develop resistance to the drugs used to control them. Resistance acquisition mechanisms in apicomplexan parasites pose significant challenges in the treatment of diseases caused by these organisms^9,10^. These parasites have developed various strategies to evade the effects of antiparasitic drugs, leading to treatment failures and public health concerns. One of the primary mechanisms of drug resistance acquisition is through genetic mutations^11^. Mutations can occur in the target gene of antiparasitic drugs, reducing drug binding affinity and rendering it less effective. For example, mutations in the dihydrofolate reductase (DHFR) gene in *Plasmodium* spp. can confer resistance to drugs like pyrimethamine and trimethoprim, which target this enzyme involved in folate metabolism^12,13^. Similarly, mutations in the cytochrome b gene in *T. gondii* and *P. falciparum* can lead to resistance against atovaquone and endochin-like quinolone drugs, a drug that targets the mitochondrial electron transport chain^14–17^. Another common mechanism of drug resistance acquisition is through increased drug efflux. Apicomplexan parasites can upregulate drug transporters, such as ATP-binding cassette (ABC) transporters, which pump the drugs out from the intracellular compartment, thus reducing their effective intracellular concentration. This efflux mechanism has been observed in *Plasmodium* spp., where the overexpression of ABC transporters-like and drug resistance-associated proteins can confer resistance to multiple antimalarial drugs^18^. Furthermore, some apicomplexan parasites can develop resistance by altering their drug targets. For instance, in *Cryptosporidium* spp. the development of resistance was attributed to mutations in the methionyl-tRNA synthetase that led to a change in amino acid sequence, resulting in reduced compound binding while having minimal impact on substrate binding^19^.

The triazine toltrazuril has a historical application as a coccidiocidal drug in veterinary medicine for the control of coccidiosis in chicken, pigs, cattle and dogs^20,21^. Its biochemical action is presumed to block various cellular processes, including the respiratory chain of mitochondria, pyrimidine synthesis, dihydrofolate reductase, and dihydroorotate-cytochrome c reductase^8,22^. Following exposure to toltrazuril, notable enlargement of the perinuclear space, mitochondria, and endoplasmic reticulum was detected in *Eimeria tenella* and *Neospora caninum*^23–25^. Additionally, exposure of *E. tenella* merozoites to the triazine diclazuril^26^, resulted in morphological alterations and diminished the mitochondrial transmembrane potential activity, indicative of the involvement of mitochondria-dependent apoptosis^27^.

Mitochondria are essential subcellular organelles found in almost all eukaryotic cells, primarily responsible for carrying out oxidative metabolism and generating ATP as cellular energy source. Additionally, these organelles play a significant role in the biosynthesis of various cellular components, including pyrimidines, amino acids, phospholipids, nucleotides, folic acid, urea, and diverse metabolites^28^. A remarkable feature of mitochondria is the presence of their own genetic system, complete with the necessary machinery for gene expression, encompassing the synthesis of DNA, RNA, and all the proteins encoded by this second cellular genetic system. Although the mitochondrial genome of Apicomplexa parasites contains a relatively small number of genes, it encodes three proteins vital for mitochondrial respiratory complexes (cytochrome oxidase subunit I, CoI; cytochrome oxidase subunit III, CoIII; and cytochrome b, Cytb), along with fragmented rRNA genes with several rRNA fragments missing^29^. The organization and arrangement of these genes vary across the Apicomplexa, contributing to diverse genome lengths and architectures^30^. Consequently, the precise role of the mitochondrial genome and the intricate mechanisms of gene transcription and translation remain areas of active investigation in Apicomplexa biology^29^.

In this study, we conducted both DNA and RNA sequencing (DNA-seq and RNA-seq) of two strains of *C. suis*, harvested at identical developmental time points in vitro, during asexual multiplication (merogony), to analyse the genetic basis of drug resistance development. This comparative analysis has illuminated significant variations in the genetic repertoires associated with the invasion process and motor activity of the asexual stages, as well as in retrotransposable genetic elements. In conjunction with these techniques, we applied Sanger and Illumina sequencing together with bioinformatic analyses to identify the mitochondrial DNA (mtDNA) sequences of two *C. suis* strains with different toltrazuril susceptibility. This integrative approach led to the complete characterization of the *C. suis* mtDNA, and more notably, pinpointed Cytb and CoI and CoIII as potential molecular targets of toltrazuril. These findings offer critical insights into the mechanisms underlying drug development and environmental adaptation in *C. suis*, highlighting the genetic factors and diversity that may influence its pathogenicity and interaction with host organisms.

## Results

### Genetic variations in annotated genes of *C. suis* merozoites of Holland-I strain

Whole genome DNA sequencing is a robust method for the comprehensive identification of genetic variations such as single and multi-nucleotide polymorphisms (SNPs and MNPs), as well as short insertions and deletions (InDels). To gain more information on the nature of toltrazuril resistance and on the relationship between the two geographically unrelated strains, the susceptible reference strain Wien-I and the resistant isolate, Holland-I, we utilized whole-genome DNA sequencing to identify genetic differences between these two strains. The sequenced reads were aligned against the Wien-I reference strain in Genbank, resulting in a mean genome coverage of 88.72% and 88.48% and a mean depth of 596.36 fold and 688.24 fold for Wien-I and Holland-I, respectively. Through our analysis, we detected a total of 12,917 SNPs, 1,682 MNPs and 640 short InDels, of which 9,771, 1,067 and 513 were found in Holland-I, respectively (See Supplementary Table 1). These annotation of these variants allowed us to link the detected genetic variations to specific genes and potentially elucidate their functional consequences.

We found variations of SNPs and InDels in 4,801 genes in Holland-I. Base on the impact prediction, from these 4,801 genes, 890 were identified to have an impact, 446 with a low (assumed to be mostly harmless or unlikely to change protein behaviour), 560 with a moderate (non-disruptive variant that might change protein effectiveness) and 24 with a high impact (disruptive impact in the protein, probably causing protein truncation, loss of function or triggering nonsense-mediated decay). The genes were categorized based on a synthesis of Gene Ontology (GO) predictions for *C. suis* and orthologs from *T. gondii* as listed in ToxoDB. This categorization was informed by annotations from the KEGG pathway database for *T. gondii*, BLAST homology searches, and insights from recent literature. In our analysis, SNPs were stratified by their variant impacts high, moderate, or low and their distribution across gene categories was documented (Fig. 1, Supplementary Table 2).

**Fig. 1:**
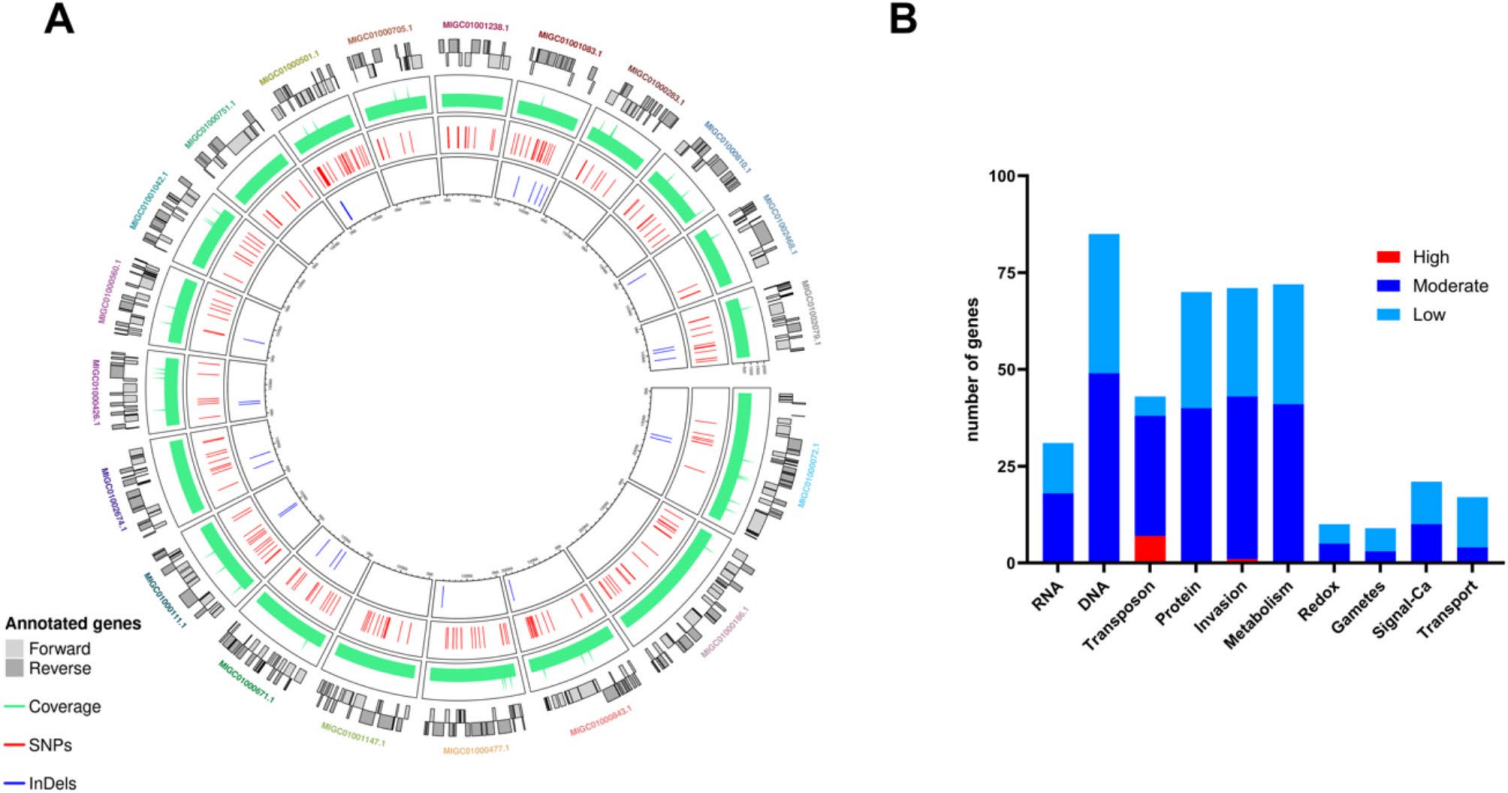
Genetic variation analysis in the toltrazuril-resistant *Cystoisospora suis* Holland-I strain. (A) Comparative circular maps. From the outermost to the innermost track: names of the 20 largest scaffolds of the *C. suis* Wien-I genome assembly; annotated genes shown as grey blocks indicating coding strands; normalized counts per million coverage depicted in green; SNPs and Indels represented by red and blue bars, respectively. (B) Bar chart visualizing the distribution of single nucleotide polymorphisms (SNPs) classified by their variant impact (low, moderate, or high) across different gene functional categories.

The two categories ‘DNA’ and ‘RNA’ contained the highest number of genes with SNPs, predominantly characterized by a low impact on gene function (over 100 genes). This suggests a considerable variation within the DNA/RNA handling machinery that could be of functional significance to the resistance phenotype. In the retrotransposon category, we observed a distinctive SNP distribution pattern: while the minority of genes contained low-impact SNPs (only five of 43 genes), a substantial portion exhibited moderate-impact SNPs, and seven genes were detected with high-impact SNPs. This indicates that genetic variations in transposable elements could be critically disruptive, possibly affecting genomic integrity and contributing to resistance development. However, the moderate-impact SNPs could reflect evolutionary pressure on these elements, which may influence genomic stability and potentially contribute to the development of drug resistance. The ‘Host-cell Invasion’ category revealed a mixture of SNP impacts, including a single gene with a high-impact SNP, while ‘Metabolism’ displayed predominantly low-impact SNPs, except for 42 genes undergoing moderate-impact variations. These findings suggest that genetic alterations in these categories may influence critical biological processes. Categories such as ‘Protein’, ‘Redox’, ‘Gamete’, ‘Signalling’, and ‘Transport’ were characterized by a lower number of SNPs, mostly of low impact. However, the medium number of moderate-impact SNPs in the protein category may reflect selective pressures affecting protein functionality and stability within the resistant strain (Fig. 1b, Supplementary Table 2).

### Illumina sequencing and read mapping of RNA

Transcriptomic analyses were carried out on the asexual merozoite stage of *C. suis* to assess transcript levels. 

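RNA was sequenced from merozoites, the stages released during asexual multiplication, which were grown in IPEC-1 cells, an epithelial cell line from the pig intestine. The groups were the toltrazuril-susceptible strain Wien-I, the toltrazuril-resistant strain Holland-I without treatment, and Holland-I kept in 10 µM toltrazuril for 72 h from day 6, with 7 biological replicates in each of the 3 groups. The libraries were enriched for polyadenylated RNA, so transcripts lacking a poly-A tail enter the counts only as far as this step retained them. The authors preprocessed the reads with PRINSEQ-lite, aligned them to the Wien-I assembly ASM260058v1 with STAR, counted reads per gene with featureCounts and normalized the counts with DESeq2. The deposited normalized counts cover 11547 rows, 4 of which are mitochondrial. Each value was a whole multiple of the smallest nonzero value of its library, within a tolerance of 1e-09 for 100% of values, which gave back the reads counted on genes. These came to between 3658493 and 5887800 reads per library in untreated Holland-I (median 5364687), between 5218860 and 7521181 in treated Holland-I (median 5817011) and between 4174026 and 6795671 in Wien-I (median 5380873). Their mean over the 21 libraries was 5.50 M reads on genes, while the paper's reported average is 5.3 M sequence reads, and all values given here rest on the reads on genes. The chi-square statistic per degree of freedom between 2 libraries of a group lay between 3.37 and 15.1 over the 63 pairs, above sampling noise, so no library was taken as a copy of another. This does not show that the cultures were independent. The paper's methods describe the replicates used for DNA as dependent samples and do not state how those used for RNA relate to each other, and the tests take the libraries as independent. Differences were tested with limma on log2(normalized count + 1) in one fit over all libraries, for the 10832 genes with a mean normalized count of at least 5, and p-values were adjusted by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes on this scale can understate or overstate the change of genes with low counts. Whether the counting used the strand of the reads, and how it treated reads shared between similar genes, is not given in the sources used here, so values of members of multigene families are uncertain to that extent.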

The analysis was conducted on Holland-I strain with and without toltrazuril treatment, and on the Wien-I strain without treatment due to its sensitivity to the drug. The samples yielded an average of 5.3 million sequence reads. Subsequently, the data were aligned to the genome assembly of *C. suis* strain Wien-I. A minimum of 94.58% of the reads per replicate were successfully mapped to the existing *C. suis* genome, facilitating a comprehensive quantitative analysis of gene transcript levels. This robust approach enabled a detailed examination of gene expression levels in the asexual merozoite stage of *C. suis* and provided insights into the molecular mechanisms underlying its biology.

### Identification of differentially expressed genes (DEGs)

The primary objective of this study was to elucidate genes exhibiting altered expression levels in the resistant strain compared to the toltrazuril-susceptible strain of *C. suis*. This comparison aimed to pinpoint genes and proteins potentially associated with drug resistance mechanisms. We employed a threshold for p-adj (adjusted p-value) set at 0.05 and a minimum requirement of an absolute log2 fold change of 1 to identify differentially expressed genes (DEGs). Applying these criteria, a total of 341 DEGs were identified across three distinct comparisons. 

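Here 317 genes were DEGs in at least 1 of the 3 comparisons, and 302 of them in at least 1 of the comparisons with Wien-I. Of these, 90 were lower and 72 were higher in Holland-I both with and without treatment, and 15 DEGs were found only between treated and untreated Holland-I. The count moved most, to 111, when limma's treat test required the log2 fold change itself to exceed 1. Across genes, the log2 fold changes of the 2 comparisons with Wien-I had a Pearson correlation of 0.862. Both use the same Wien-I libraries. Simulations replaced all 3 groups, Wien-I included, with independent noise around each gene's mean. They gave a correlation of 0.4999 and 0 shared DEGs (medians of 20 simulations), compared with 162 shared DEGs in the data. The simulated correlation is what a shared group gives by construction, and such noise yields almost no DEGs. Differences between cultures or batches were not part of these simulations. The share of genes with the same sign was 71.0% in the data and 66.6% in these simulations.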

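Between untreated Holland-I and Wien-I, 117 DEGs were lower and 102 were higher in Holland-I. Between treated Holland-I and Wien-I, 142 were lower and 103 were higher in Holland-I. Treated and untreated Holland-I differed in 21 DEGs that were lower and 2 that were higher after treatment, and after quantile normalization in 16 and 6. Without the requirement on the fold change, the adjusted p was under 0.05 for 1956, 2473 and 1422 genes in these comparisons. Applied to the recovered reads, DESeq2 gave 122 lower and 103 higher DEGs for untreated Holland-I against Wien-I, and 181 lower and 103 higher for treated Holland-I against Wien-I.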

In the first comparison, analysing the Wien-I versus the Holland-I strain, we identified 122 downregulated and 104 upregulated DEGs in Holland-I. The second comparison, which involved the Wien-I strain and the toltrazuril-treated Holland-I strain, revealed 101 downregulated and 171 upregulated DEGs in Holland-I. The third comparison, between the untreated Holland-I strain and the same strain treated with toltrazuril, yielded 11 downregulated genes in the treated sample, demonstrating significant differences in DEG patterns among the strains and treatment conditions examined. Our analysis identified 101 and 104 upregulated genes in the Holland-I and Holland-I treated samples, when compared to Wien-I (Fig. 2), corresponding to 0.90% and 0.87% respectively of the total predicted *C. suis* genes. 

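The DEGs higher in Holland-I made up 0.942% of the genes tested in the comparison of untreated Holland-I with Wien-I and 0.951% in that of treated Holland-I with Wien-I. With each library left out in turn, their number stayed between 93 and 106 without treatment and between 94 and 109 with treatment.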

Detailed information regarding the identification, characterization, and transcript abundance levels of these genes across the strains, providing insights into the potential genetic underpinnings of toltrazuril resistance, is presented in Supplementary Table 3.

**Fig. 2:**
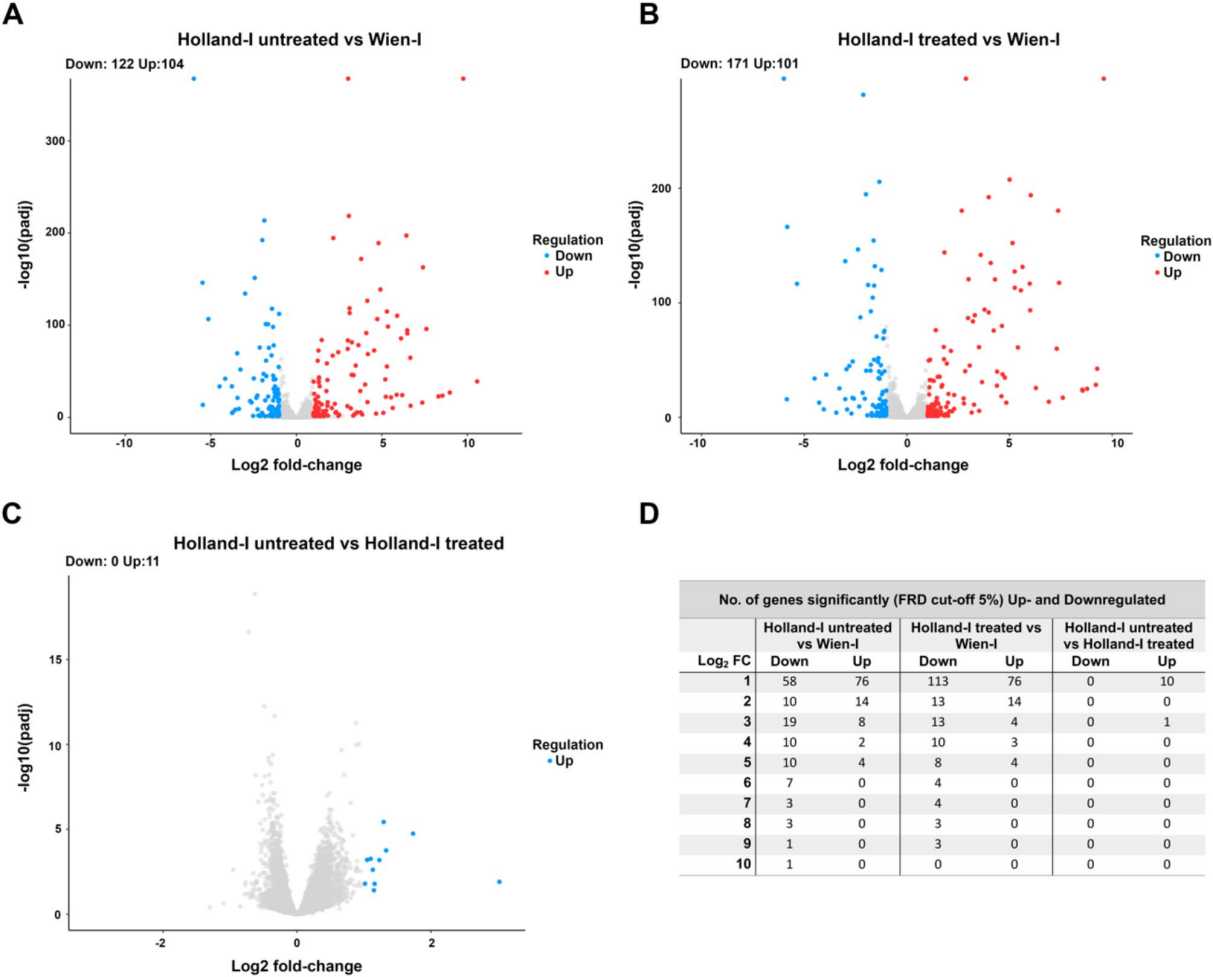
Differential gene expression analysis between Wien-I and Holland-I strains. A to C: Volcano plots of differentially expressed genes in *C. suis* in different strains and under different treatment conditions. Each point represents a single gene; red points indicate significantly upregulated genes, and blue points indicate significantly downregulated genes in Holland-I (toltrazuril-resistant) compared to Wien-I (toltrazuril-susceptible). The x-axis represents the log2 fold change in expression and the y-axis the -log10 of the p-value, indicating the significance of differential expression. (A) Holland-I untreated vs. Wien-I, (B) Holland-I toltrazuril-treated vs. Wien-I, (C) Holland-I untreated vs. Holland-I toltrazuril-treated. D) Summary Table: Number of genes significantly down- and upregulated at various log2 fold change (FC) thresholds for Holland-I untreated or treated vs. Wien-I, as well as Holland-I untreated vs. treated. The padj cutoff is set at 0.05.

### Dynamics of gene expression

A significant proportion of the identified subset of both downregulated and upregulated genes in *C. suis* Holland-I were found to encode proteins of unknown function. From this subset, 11 differentially expressed genes (DEGs) arising from the comparison between the untreated and treated Holland-I groups were excluded from further analysis. Among these excluded DEGs, seven encoded proteins of unknown function, and of the remaining four, only two were unique to this comparison. 

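Among the DEGs that were lower in treated than in untreated Holland-I, 20 were nuclear genes and 1 was a mitochondrial row. Their number depended on the test, with 12 in DESeq2 and 42 in edgeR on the recovered reads. The 2 DEGs that were higher after treatment were CSUI_010377 and CSUI_011089, named after their values were seen, whereas DESeq2 and edgeR called 0 genes higher (18 and 6 at an unadjusted p under 0.05). The genes with an adjusted p under 0.05 at any fold change, 747 lower and 675 higher after treatment, had a median absolute log2 fold change of 0.33. Limma's treat test called 0 of the genes lower or higher (3 and 0 at an unadjusted p under 0.05). Apical membrane antigen 1 (AMA1, CSUI_006388) had a normalized count of 3032 ± 2614 in untreated and 911 ± 157 in treated Holland-I (SD, n = 7 each), a log2 fold change of -1.46 (standard error 0.22, adjusted p = 8.23e-05 from limma). In untreated replicate 2 it reached 8830.3 normalized counts, compared with 1370.1 to 2842 in the other untreated libraries, and without that replicate the log2 fold change was -1.15. The SAG-related sequence srs44 (CSUI_009377) had 661 ± 693 normalized counts in untreated and 295 ± 58.3 in treated Holland-I (SD, n = 7 each). Its log2 fold change of -0.78 (adjusted p = 0.0308 from limma) stayed below the size required of a DEG, whereas DESeq2 gave -1.16 and edgeR -1.13. Without untreated replicate 2, which held 2217 normalized counts, the limma value was -0.42. CSUI_008115, for which the tables used give no description, fell from 253 ± 386 to 44.3 ± 11.3 normalized counts (SD, n = 7 each), a log2 fold change of -1.72 that became -1.23 without the same replicate. The gene for ribosomal protein s12 (CSUI_010033) fell from 303 ± 94.4 to 124 ± 44 normalized counts (SD, n = 7 each), a log2 fold change of -1.31 (adjusted p = 2.11e-05 from limma). For AMA1, CSUI_008115 and ribosomal protein s12, every treated library lay below every untreated one (two-sided exact permutation test, p = 0.000583, the smallest that 7 against 7 libraries allow). CSUI_008115 and ribosomal protein s12 were named only among DEGs whose libraries did not overlap, so this separation is no independent support for them. AMA1 was also named from the paper's list of DEGs, which rests on these same libraries.

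**Figure D1:**
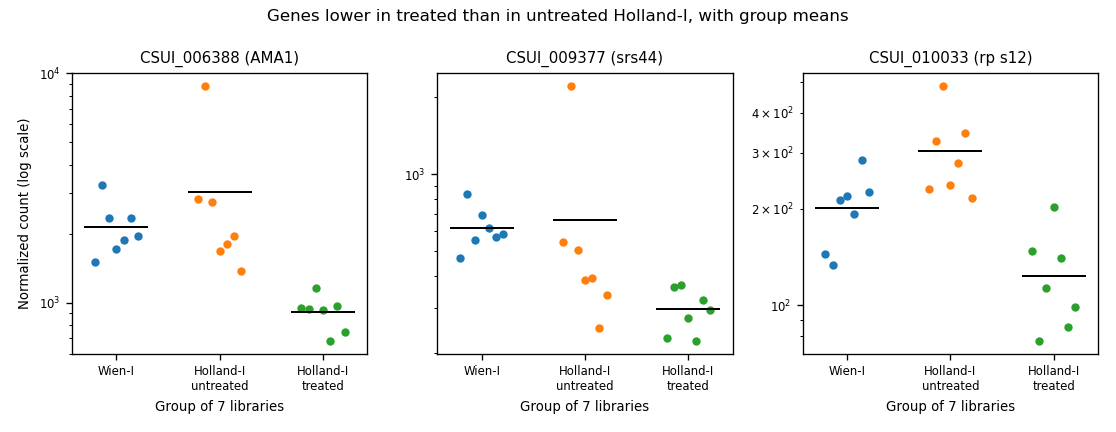
Normalized counts, on log axes, of AMA1 (CSUI_006388), srs44 (CSUI_009377) and ribosomal protein s12 (CSUI_010033) in each of the 7 libraries of Wien-I, untreated Holland-I and treated Holland-I. Points are libraries and lines are group means. The untreated library at 8830.3 for AMA1 and 2217 for srs44 stands apart from the other untreated libraries.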

The genes included in the analysis were categorized based on their functional roles. 

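On the scale of log2(normalized count + 1), and among DEGs whose libraries did not overlap between the groups, the largest fall in untreated Holland-I was that of CSUI_010225, a hypothetical protein, from 26163 ± 3439 normalized counts in Wien-I to 30.6 ± 9.9 in untreated and 33.9 ± 4.59 in treated Holland-I (SD, n = 7 each). Its log2 fold change against Wien-I was -9.74 without and -9.55 with treatment (adjusted p = 1.54e-36 and 3.15e-36 from limma). CSUI_006672, for which the tables used give no description, had 395 ± 62.5 normalized counts in Wien-I (SD, n = 7) and 1 read over all untreated Holland-I libraries. This is a count 2884-fold lower, with a 95% Poisson interval from 518-fold to 113897-fold that covers counting error only. In treated Holland-I, 5 reads of CSUI_006672 were counted. The largest rise on this scale was that of CSUI_010887, a tyrosine kinase-like protein, from 51.6 ± 7.83 normalized counts in Wien-I to 3281 ± 530.0 in untreated and 3290.3 ± 509 in treated Holland-I (SD, n = 7 each), a log2 fold change of 5.96 in both comparisons (adjusted p = 2.90e-33 and 2.84e-33 from limma). DEGs with a log2 change of at least 4, a size chosen after the values were seen, numbered 31 lower and 7 higher in untreated Holland-I, and 31 lower and 5 higher in treated Holland-I.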

Notably, genes encoding merozoite proteins, which have been previously characterised and implicated in host cell attachment and invasion, motility, calcium regulation and cell signalling, DNA metabolism and retrotransposon activities, were among the most highly regulated categories (Fig. 3; Table 1).

**Fig. 3:**
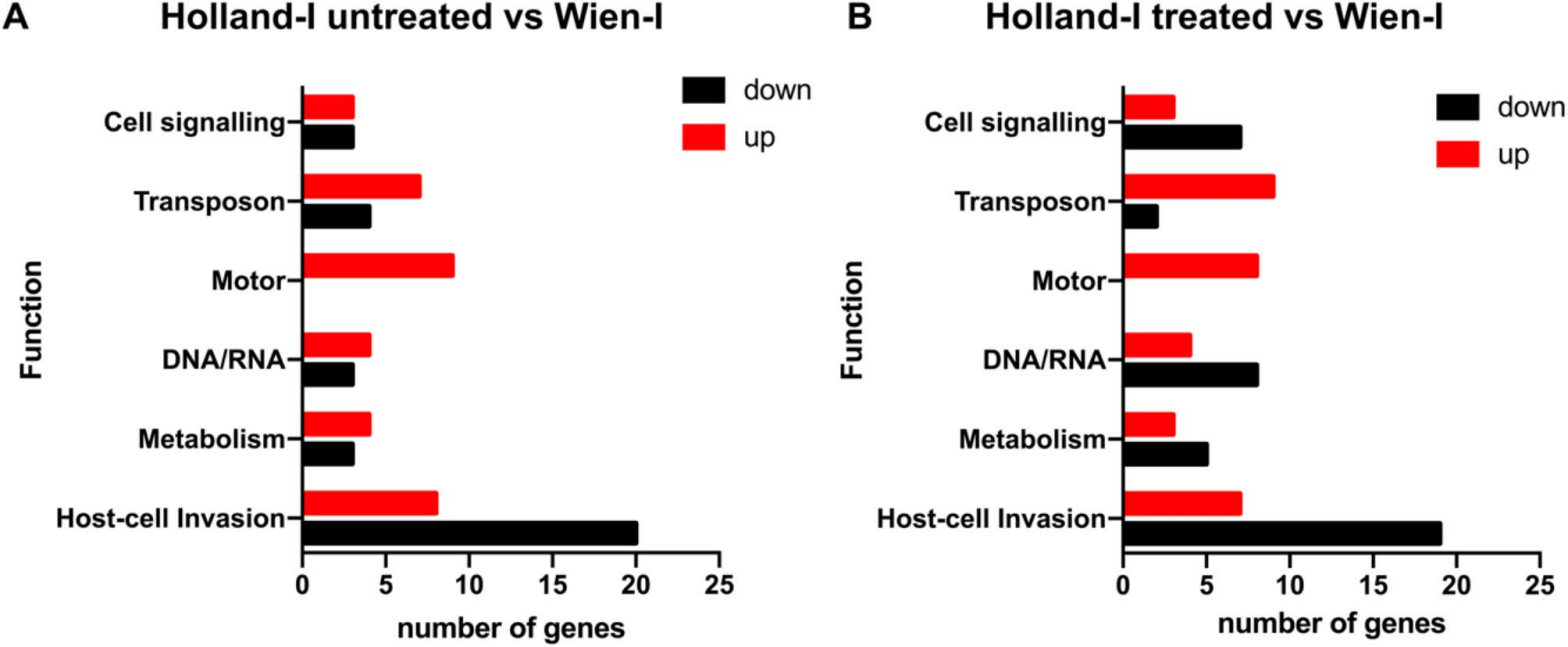
Differential gene expression in *C. suis* strains Holland-I (untreated or toltrazuril-treated) versus Wien-I. The bar chart represents the number of DEGs in the toltrazuril-resistant Holland-I strain relative to the non-resistant Wien-I strain. Each bar indicates the number of DEGs (x-axis) within a specified gene category (y-axis).

**Table 1:** List of DEGs identified in this study.

gene_id	Description	Log2FC-Holland-I untreated vs. Wien-I	Log2FC-Holland-I treated vs. Wien-I	log2FC-Holland-I untreated vs. Hol treated	Function
CSUI_007249	formin frm1	n.s.	−1,105909549	n.s.	Actin polimerization
CSUI_005468	sag-related sequence srs60a	−1,013603438	n.s.	n.s.	Adhesion/Invasion
CSUI_009377	sag-related sequence srs44	n.s.	−1,058745132	−1,160019164	Adhesion/Invasion
CSUI_004246	sag-related sequence srs26j	−1,328994698	−1,114820384	n.s.	Adhesion/Invasion
CSUI_005667	sag-related sequence srs28	−1,109645493	−1,507632787	n.s.	Adhesion/Invasion
CSUI_003350	srs domain-containing protein	1,105690256	1,408228675	n.s.	Adhesion/Invasion
CSUI_005472	sag-related sequence srs60a	1,782494486	1,887198443	n.s.	Adhesion/Invasion
CSUI_007678	sag-related sequence srs53f	−7,604787526	−7,415420127	n.s.	Adhesion/Invasion
CSUI_007676	sag-related sequence srs53c	−7,405525206	−7,367358694	n.s.	Adhesion/Invasion
CSUI_004444	sag-related sequence srs26i	−5,894887765	−5,631574395	n.s.	Adhesion/Invasion
CSUI_003351	srs domain-containing protein	−5,299945055	−5,25094821	n.s.	Adhesion/Invasion
CSUI_007679	sag-related sequence srs53a	−4,917517246	−5,147397997	n.s.	Adhesion/Invasion
CSUI_011314	sag-related sequence srs53f	−3,47414931	−3,513240899	n.s.	Adhesion/Invasion
CSUI_010484	sag-related sequence srs53f	−3,119742463	−3,595547427	n.s.	Adhesion/Invasion
CSUI_009012	srs domain-containing protein	−3,072558598	−2,672286866	n.s.	Adhesion/Invasion
CSUI_007477	sag-related sequence srs53c	−1,821837574	−1,945623076	n.s.	Adhesion/Invasion
CSUI_005474	sag-related sequence srs60a	−1,367113535	−1,30783549	n.s.	Adhesion/Invasion
CSUI_003091	sag-related sequence srs17b	−1,122125404	n.s.	n.s.	Adhesion/Invasion
CSUI_011375	srs domain-containing protein	−1,087311522	n.s.	n.s.	Adhesion/Invasion
CSUI_008107	sag-related sequence srs17a	1,599059396	1,755737692	n.s.	Adhesion/Invasion
CSUI_003818	srs domain-containing protein	1,867038531	2,123748282	n.s.	Adhesion/Invasion
CSUI_009667	egf family domain-containing protein	n.s.	1,093572566	n.s.	Cell signaling
CSUI_010999	camp-dependent protein kinase regulatory	n.s.	−1,226812411	n.s.	Cell signaling
CSUI_000404	Calcium signaling protein kinase mark	−1,12276393	−1,04193649	n.s.	Cell signaling
CSUI_001240	ef hand domain-containing protein	n.s.	−1,335008735	n.s.	Cell signaling
CSUI_002354	ef hand family protein	n.s.	−1,334110637	n.s.	Cell signaling
CSUI_005651	ef hand domain-containing protein	n.s.	−1,427846448	n.s.	Cell signaling
CSUI_002874	Calcium-dependent protein kinase cdpk4a	−1,292592935	−1,31873742	n.s.	Cell signaling
CSUI_008474	Calcium-dependent protein kinase cdpk4a	−1,270724328	−1,288347597	n.s.	Cell signaling
CSUI_009777	Polycystin cation channel protein	1,080856263	1,279074593	n.s.	Cell signaling
CSUI_010565	Calcium binding egf domain-containing protein	1,586986816	n.s.	n.s.	Cell signaling
CSUI_008347	Calcium binding egf domain-containing protein	1,813471192	1,117047366	n.s.	Cell signaling
CSUI_007090	Pan domain-containing protein	−3,633128797	−3,986119921	n.s.	Host cell-attachment/Invasion
CSUI_004141	Pan domain-containing protein	−3,112879465	−3,003152896	n.s.	Host cell-attachment/Invasion
CSUI_006321	Microneme protein mic4	1,024277794	1,145717201	n.s.	Host cell-attachment/Invasion
CSUI_006151	Microneme protein 13	1,445113931	1,078766881	n.s.	Host cell-attachment/Invasion
CSUI_006388	Apical membrane antigen 1 protein	n.s.	−1,232632589	−1,734768611	IMC
CSUI_002065	Serine threonine-protein (rop37)	−4,182033123	−4,230242076	n.s.	Invasion/Virulence
CSUI_002064	Rhoptry kinase family protein rop37 (incomplete catalytic triad)	−4,02326811	−4,394757545	n.s.	Invasion/Virulence
CSUI_005019	Rhoptry kinase family protein rop37 (incomplete catalytic triad)	−1,12800539	−1,094366929	n.s.	Invasion/Virulence
CSUI_011499	Thrombospondin type 1 domain-containing protein	1,418486426	n.s.	n.s.	Invasion/Virulence
CSUI_001983	Thrombospondin type 1 domain-containing	1,764683932	1,597651892	n.s.	Invasion/Virulence
CSUI_006910	Flagellar associated protein	−1,016661539	n.s.	n.s.	Microgametes
CSUI_011137	Dynein gamma flagellar outer	n.s.	1,018653589	n.s.	Microtubule motor activity
CSUI_004829	Dynein gamma flagellar outer	1,056262516	n.s.	n.s.	Microtubule motor activity
CSUI_007938	Dynein gamma flagellar outer	1,462432172	1,089982645	n.s.	Microtubule motor activity
CSUI_005475	Dynein gamma flagellar outer	2,105109763	n.s.	n.s.	Microtubule motor activity
CSUI_008375	Dynein heavy chain family protein	3,26019502	2,942806161	n.s.	Microtubules
CSUI_009281	Dynein heavy chain family protein	2,274024378	2,155057535	n.s.	Microtubules
CSUI_010528	Dynein heavy chain family protein	2,330538627	2,051372122	n.s.	Microtubules
CSUI_009772	Dynein heavy chain related	2,61204312	2,645999094	n.s.	Microtubules
CSUI_004124	Dynein heavy chain family protein	2,699763506	2,582549465	n.s.	Microtubules
CSUI_003185	Dynein heavy chain family protein	3,763776521	3,285450009	n.s.	Microtubules
CSUI_009198	Retrotransposon gag protein	−6,486405962	−6,00608402	n.s.	Retrotransposon
CSUI_006462	Retrotransposon ty3-gypsy subclass	5,461776131	5,845415341	n.s.	Retrotransposon
CSUI_009884	Retrotransposon ty3-gypsy subclass	n.s.	1,235948754	n.s.	Retrotransposon
CSUI_010377	Retrotransposon ty3-gypsy subclass	n.s.	1,319513604	n.s.	Retrotransposon
CSUI_002784	Retrotransposon ty3-gypsy subclass	1,558644484	1,312017113	n.s.	Retrotransposon
CSUI_010574	Retrotransposon ty3-gypsy subclass	2,059366979	n.s.	n.s.	Retrotransposon
CSUI_005100	Retrotransposon ty3-gypsy subclass	5,137431242	5,34999588	n.s.	Retrotransposon
CSUI_006463	Retrotransposon ty3-gypsy subclass	5,479810194	5,825029257	n.s.	Retrotransposon
CSUI_001909	dna rna polymerases superfamily protein	−6,435304941	n.s.	n.s.	Retrotransposon
CSUI_011456	Retrotransposon nucleocapsid related	n.s.	1,335066328	n.s.	Retrotransposon
CSUI_001910	Hypothetical protein	−6,664187101	−7,300251604	n.s.	Retrotransposon
CSUI_000007	Retrotransposon ty3-gypsy subclass	1,000693387	1,000693387	n.s.	Retrotransposon
CSUI_009428	gag-pol fusion protein	−1,12578305	n.s.	n.s.	Retrotransposons
CSUI_005489	gag-pol fusion protein	1,232676389	1,266042242	n.s.	Retrotransposons

The genes are listed along with their annotation number in ToxoDB, gene name, biological function, and gene abundance (LogFC), in each comparison. Negative values indicate a downregulation.

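The genes of Table 1 that encode surface antigens, PAN-domain, microneme, rhoptry and thrombospondin type 1 proteins and AMA1 number 30. Against Wien-I, 19 of them were DEGs lower and 8 were DEGs higher in untreated Holland-I, and 19 were lower and 7 higher in treated Holland-I. Between treated and untreated Holland-I, AMA1 was the only DEG among them in limma, while DESeq2 and edgeR also called srs44 (CSUI_009377).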

Within the Host-cell Invasion category, the Holland-I strain exhibited 20 downregulated and eight upregulated DEGs in comparison to the susceptible Wien-I strain. Furthermore, when the Holland-I strain was treated with toltrazuril, 19 DEGs were downregulated and seven upregulated relative to Wien-I. In the Holland-I strain, upregulation of two genes encoding distinct microneme proteins (MICs), alongside an increased expression of two thrombospondin type 1 domain-containing proteins was observed. In contrast, two genes associated with PAN-domain proteins and three rhoptry proteins (ROPs) were found to be downregulated. Additionally, we identified 20 surface antigen (SAG) and SAG-related sequence (SRS) proteins, four of which showing upregulation, while eight exhibited significant downregulation, featuring a log fold change ranging from 3 to 7. 

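Microneme protein MIC4 (CSUI_006321) rose from 2770.1 ± 273 normalized counts in Wien-I to 5635 ± 492 in untreated and 6130.1 ± 341 in treated Holland-I (SD, n = 7 each). Its log2 fold changes of 1.03 and 1.15 (adjusted p = 1.52e-15 and 5.33e-17 from limma) lie close to the required size, and that of untreated Holland-I was 0.98 after quantile normalization and 0.999 without Wien-I replicate 7. Microneme protein 13 (CSUI_006151) had few reads, 44 over all Wien-I libraries and 114 and 106 over those of untreated and treated Holland-I. Its log2 fold changes of 1.22 and 1.10 (adjusted p = 0.0294 and 0.0449 from limma) came with overlapping libraries (two-sided exact permutation test, p = 0.0385 and 0.00932). With a pseudocount of 5 they were 0.88 and 0.74, and the gene was no longer a DEG in either comparison. The call was also lost for untreated Holland-I with only the groups compared in the fit or with array weights, and for treated Holland-I in edgeR. It was lost for untreated Holland-I without untreated replicate 2, 3, 4 or 6 or Wien-I replicate 2, 4 or 5, with values between 1.04 and 1.13, and for treated Holland-I without treated replicate 1, 2, 3, 4, 6 or 7 or Wien-I replicate 2, 4 or 5, with values between 0.93 and 1.11. The thrombospondin type 1 domain-containing genes were higher in every untreated Holland-I library than in any Wien-I library. CSUI_001983 rose from 307 ± 57.7 to 1045 ± 152 normalized counts and CSUI_011499 from 27.5 ± 5.16 to 74 ± 17.9 (SD, n = 7 each), with log2 fold changes of 1.77 and 1.38 (adjusted p = 1.32e-16 and 2.01e-07 from limma). In treated Holland-I the log2 fold changes were 1.61 and 0.90, so CSUI_011499 was not a DEG there.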

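The PAN domain-containing genes CSUI_007090 and CSUI_004141 fell from 292 ± 60.7 and 380.1 ± 37 normalized counts in Wien-I to 24.1 ± 12.3 and 44.2 ± 8.94 in untreated Holland-I (SD, n = 7 each). Their log2 fold changes were -3.69 and -3.09 without treatment (adjusted p = 1.71e-15 and 4.88e-19 from limma) and -3.90 and -3.01 with treatment. The rhoptry genes are annotated as ROP37, a kinase family protein. CSUI_002065 fell from 172 ± 26 to 9.17 ± 4.49 normalized counts, CSUI_002064 from 85.2 ± 14.7 to 5.21 ± 2.9 and CSUI_005019 from 46 ± 7.9 to 21 ± 4.86 (SD, n = 7 each). The log2 fold changes were -4.20, -3.94 and -1.10 (adjusted p = 7.47e-15, 2.67e-10 and 6.16e-04 from limma), and in treated Holland-I -4.15, -4.40 and -1.13. With a pseudocount of 5, CSUI_005019 came to -0.97 and -0.99 and was no longer a DEG, and without treated replicate 5 its value in treated Holland-I was -0.93. In each of these 5 genes every Wien-I library lay above every Holland-I library of both groups, and the direction was the same after the 3 other scalings. Because the ROP37 genes are members of a family, reads could be split between them.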

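Of these 20 SAG and SRS genes, 16 were lower and 4 higher in Holland-I than in Wien-I in both comparisons, also after the 3 other scalings of the values. DEGs among them numbered 14 lower and 4 higher without treatment and 13 lower and 4 higher with treatment. In untreated Holland-I, 8 genes fell by at least 3 on the log2 scale, with log2 fold changes from -3.06 to -7.47. The largest falls were those of srs53f (CSUI_007678), from 526 ± 101 normalized counts in Wien-I to 2.99 ± 3.56 in untreated and 3.19 ± 1.51 in treated Holland-I (SD, n = 7 each), and srs53c (CSUI_007676), from 1149.5 ± 199 to 6.98 ± 3.87 and 6.75 ± 3.7 (SD, n = 7 each). Their log2 fold changes in treated Holland-I were -7.04 and -7.33 (adjusted p = 1.25e-17 and 6.22e-19 from limma). The largest rises were those of CSUI_003818, from 426 ± 34.8 to 1557 ± 97 normalized counts in untreated Holland-I, and srs60a (CSUI_005472), from 173 ± 21.2 to 591 ± 49.3 (SD, n = 7 each), with log2 fold changes of 1.87 and 1.77 (adjusted p = 2.16e-24 and 5.88e-20 from limma). Several of these genes carry the same family name, so reads could be split between similar copies.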

We observed that, within the Motor category, 10 DEGs corresponding to dynein family proteins exhibited upregulation in Holland-I. Additionally, in the Cell Signalling category, we identified 11 DEGs, out of which only three showed increased expression while the remaining eight were downregulated. 

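Of the 10 dynein genes of Table 1, 9 passed the filter on low counts and all 9 had higher counts in Holland-I in both comparisons with Wien-I, also after the 3 other scalings. DEGs were 8 in each comparison, and 9 for treated Holland-I after quantile normalization or rescaling without the most abundant genes. The largest rises were those of CSUI_003185, from 5.19 ± 5.87 normalized counts in Wien-I to 72.3 ± 10.1 in untreated and 52 ± 9.06 in treated Holland-I (SD, n = 7 each), and CSUI_008375, from 13 ± 6.21 to 123 ± 19.5 and 98.8 ± 20 (SD, n = 7 each). Their log2 fold changes without treatment were 4.09 and 3.26 (adjusted p = 2.37e-11 and 6.77e-15 from limma). Of the 11 cell signalling genes, 7 were lower and 4 higher in both comparisons, also after the 3 other scalings. DEGs were 3 lower and 3 higher in untreated Holland-I and 5 lower and 4 higher in treated Holland-I. The lower ones were 2 in untreated Holland-I after quantile normalization or that rescaling, and 4 in treated Holland-I after quantile normalization. The calcium-dependent protein kinase cdpk4a genes CSUI_002874 and CSUI_008474 had log2 fold changes of -1.23 and -1.32 in untreated Holland-I (adjusted p = 7.78e-04 and 0.0353 from limma). CSUI_008474 rested on 116 reads in Wien-I and 47 in untreated Holland-I, and its call was lost without untreated replicate 3, 5 or 6 or Wien-I replicate 2, 4, 5 or 6, at -0.87 without untreated replicate 3. It was lost too with a pseudocount of 5 (-0.86), with only the groups compared in the fit, and with array weights. In treated Holland-I, where its log2 fold change of -1.08 had adjusted p = 0.0804 from limma, it was a DEG in edgeR and DESeq2, with only the groups compared in the fit, and without untreated replicate 3. The calcium-binding EGF domain genes CSUI_008347 and CSUI_010565 rose from 31.8 ± 5.33 and 29.4 ± 16.1 to 111 ± 31.3 and 89.1 ± 25.7 normalized counts (SD, n = 7 each), log2 fold changes of 1.74 and 1.67. In treated Holland-I they were 1.07 and 1.04. That of CSUI_008347 was 0.97 without treated replicate 4, and that of CSUI_010565 was 0.97 without the same replicate, 0.96 without Wien-I replicate 1 or 7, 0.91 without Wien-I replicate 3 and 0.92 in edgeR and DESeq2. With a pseudocount of 5 they were 0.99 and 0.93, and array weights gave 0.97 for CSUI_010565.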

Our analysis also revealed six DEGs within the RNA category and eleven DEGs in the DNA category. Notably, within these identified genes, four are commonly associated with chromatin-associated proteins. 

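The 14 retrotransposon-related genes of Table 1 changed in both directions. In untreated Holland-I, 3 were DEGs lower and 6 were DEGs higher than in Wien-I, and in treated Holland-I 3 were lower and 7 higher. A retrotransposon gag protein (CSUI_009198) fell from 865 ± 99.2 normalized counts in Wien-I to 9.91 ± 6.83 in untreated and 13.4 ± 6.7 in treated Holland-I (SD, n = 7 each), with log2 fold changes of -6.59 and -6.01 (adjusted p = 1.26e-19 and 1.69e-18 from limma). CSUI_001910, listed with the retrotransposon genes as a hypothetical protein, fell from 243 ± 35.8 to 2.33 ± 2.84 and 1.56 ± 0.903 normalized counts (SD, n = 7 each). The 3 genes with the largest rises in both comparisons are of the ty3-gypsy subclass. CSUI_006463 went from 8.43 ± 3.28 normalized counts in Wien-I to 376 ± 47.8 in untreated and 476 ± 53 in treated Holland-I (SD, n = 7 each), with log2 fold changes of 5.39 and 5.73 (adjusted p = 3.07e-25 and 4.18e-26 from limma). CSUI_005100 went from 6.79 ± 3.35 to 235 ± 27.4 and 272 ± 16.8 normalized counts (SD, n = 7 each). CSUI_006462, with 5 reads over all Wien-I libraries, reached 31.7 ± 6.67 and 41.7 ± 4.53 normalized counts (SD, n = 7 each). The locus tags of CSUI_006462 and CSUI_006463 are consecutive. Several of these genes carry the same description, so reads could be split between similar copies.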

We also identified 14 genes associated with transposable elements with high levels of differential regulation (Fig. 4). In ToxoDB, filtering by InterPro domains, a total of 155 genes were identified as retrotransposon-related genes. Among them, 102 belong to the Eimeriidae family (101 in the genus *Eimeria* and one in the genus *Cyclospora*), and 53 to the Sarcocystidae family (all from 53 *C. suis*; no hits for the genera *Toxoplasma*,* Hammondia*,* Neospora*,* or Sarcocystis*).

**Fig. 4:**
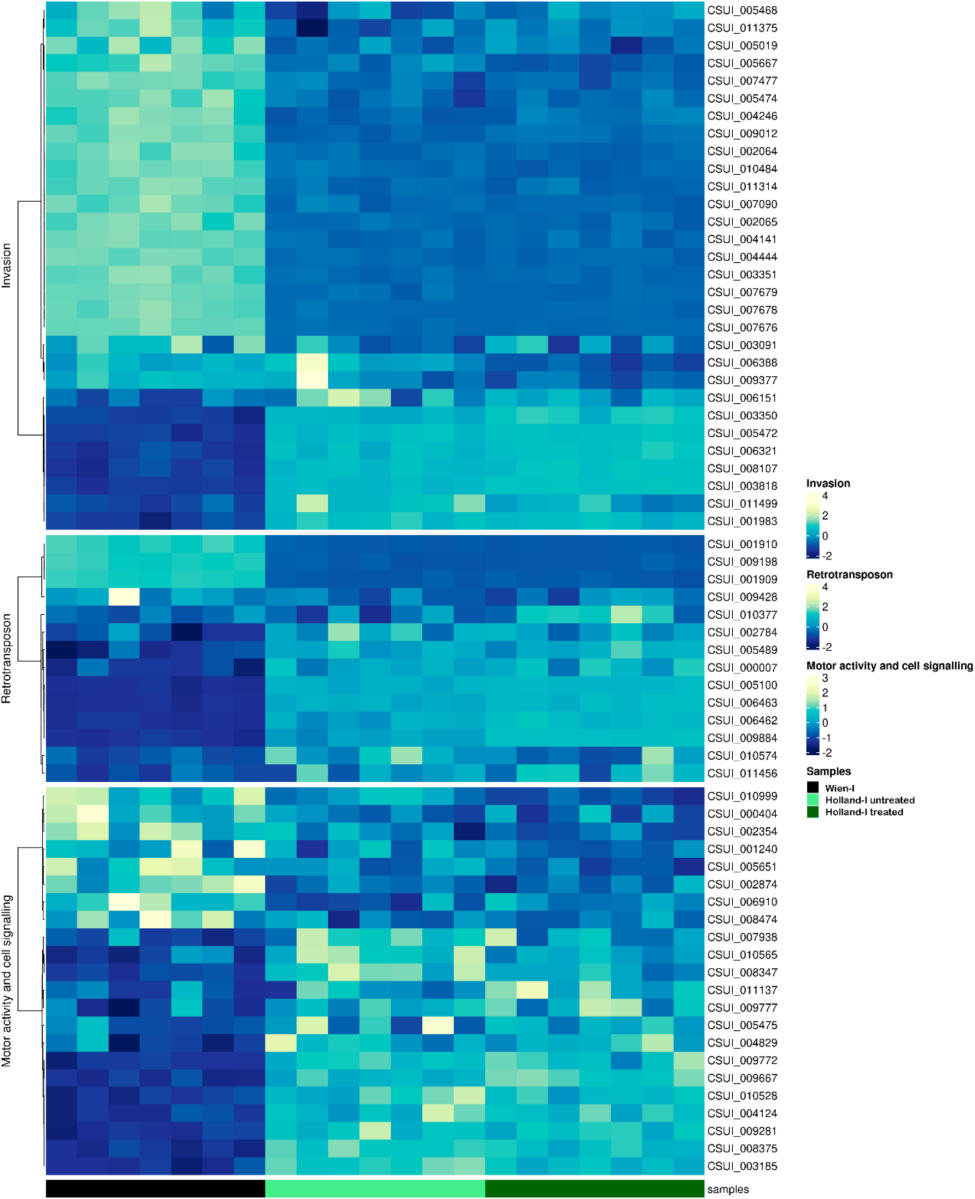
Heatmap of row-wise z-transformed gene expression across three groups: Wien-I, Holland-I untreated and Holland-I toltrazuril-treated, with unsupervised clustering. The top panel shows DEGs associated with the host invasion process; the bottom panel shows DEGs associated with motor activity and cell signalling; and the middle panel shows retrotransposon-related DEGs. Each row represents a gene, with expression levels indicated as follows: higher than average in yellow, average in light blue and lower than average in blue. Each column represents a sample, representing the seven biological replicates of Wien-I, Holland-I untreated and Holland-I toltrazuril-treated.

### Correlation between DEGs and SNPs

To investigate the relationship between transcriptomic alterations and SNP variations within the Holland-I and Wien-I strains, we conducted a comparative analysis focusing on DEGs that exhibited SNPs of varying impact levels. This comparative approach underscores the potential for DNA-level genetic variations to drive changes in gene expression, thereby influencing phenotypic outcomes. We identified 24 DEGs with such variations: one gene with high-impact SNPs, five genes with low-impact SNPs, and 19 genes with moderate-impact SNPs. 

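Of the 890 genes that Supplementary Table 2 lists with a variant in Holland-I, 844 passed the filter on low counts, and 50 of these were among the 302 DEGs of the comparisons with Wien-I (52 when p-values were adjusted over the list alone). The odds ratio was 2.43 against all tested genes (two-sided Fisher's exact test, p = 2.96e-07, adjusted p = 4.43e-07 over the 3 lists tested). The alternative that moved it most was the treat test, with 3.33, and it was 2.91 for variants of moderate and high impact. Among the 50 DEGs, 3 had a variant of high impact, 35 a variant of moderate but none of high impact, and 12 had variants of low impact only. In untreated Holland-I, 30 of them were lower and 20 higher than in Wien-I, and 27 are described as hypothetical proteins. Of the 24 genes in Table 2, 22 were DEGs here. From its comparison of DEGs with variants, the paper proposes that variation at the DNA level could drive changes in gene expression.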

Notably, these genes were predominantly associated with processes related to cellular invasion and retrotransposon activity (Table 2).

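Of the 73 genes with variants that Supplementary Table 2 places in the invasion category, 72 were tested and 8 were DEGs in a comparison with Wien-I (also 8 when adjusted over the list alone), an odds ratio of 4.45 (two-sided Fisher's exact test, p = 0.000846, the same value after adjustment over the 3 lists). Of the 43 retrotransposon genes with variants, 22 passed the filter and 8 of these were DEGs (also 8 when adjusted over the list alone), an odds ratio of 20.4 with a 95% interval from 7.36 to 52.6 (two-sided Fisher's exact test, p = 7.57e-08, adjusted p = 2.27e-07 over the 3 lists). Both lists were set against all tested genes, so carrying a variant is not separated from being an invasion or retrotransposon gene. Fisher's test, here and for the full list of genes with variants, takes genes as independent, although DEGs often lay next to each other. The odds ratio of the retrotransposon genes moved with the filter on low values. Over all 43 genes it was 7.76 with no filter and 10.2 in DESeq2, and with a mean of at least 20, which left 7 genes of the list, it was 256. The genes of the retrotransposon list went in both directions. Their mean log2 fold change in untreated Holland-I was 0.12 and their median -0.09, with 9 genes higher and 13 lower, and in treated Holland-I 0.15 and -0.23, with 10 higher and 12 lower. With limma's camera test and its preset correlation the p-values were 0.0891 and 0.166 (adjusted p = 0.249 for both over the 3 comparisons). Camera sets the list against the other genes. Fry asks whether the list itself changed in a common direction, and takes the correlation from the residuals. The p-values of fry were 7.30e-07 and 7.24e-08 (adjusted p = 1.09e-06 and 2.17e-07), so p was under 0.05 with fry and not with camera. An estimated correlation in camera gave 0.150 and 0.237, so estimating it did not bring camera under 0.05. In fry's mixed test, which asks for change in either direction, adjusted p from limma was 5.51e-24 in both comparisons. Between treated and untreated Holland-I the mean was 0.03, with adjusted p = 0.390 from limma's camera test and 0.119 from its fry test over the 3 comparisons, and adjusted p = 2.02e-08 from fry's mixed test.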

**Table 2:** List of differentially expressed genes (DEGs) with single nucleotide polymorphisms (SNPs) identified in this study.

gene_id	Description	Log2FC-Holland-I untreated vs. Wien-I	Log2FC-Holland-I treated vs. Wien-I	Log2FC-Holland-I untreated vs. Hol treated	Function	Variation impact
CSUI_004246	sag-related sequence srs26j	−1,328994698	−1,114820384	n.s.	Adhesion/Invasion	Moderate
CSUI_005667	sag-related sequence srs28	−1,109645493	−1,507632787	n.s.	Adhesion/Invasion	Moderate
CSUI_009377	sag-related sequence srs44	n.s.	−1,058745132	−1,160019164	Adhesion/Invasion	Moderate
CSUI_005468	sag-related sequence srs60a	−1,013603438	n.s.	n.s.	Adhesion/Invasion	Moderare
CSUI_005472	sag-related sequence srs60a	1,782494486	1,887198443	n.s.	Adhesion/Invasion	Moderate
CSUI_003350	srs domain-containing protein	1,105690256	1,408228675	n.s.	Adhesion/Invasion	Moderate
CSUI_000404	Calcium signaling protein kinase mark	−1,12276393	−1,04193649	n.s.	Cell signaling	Moderate
CSUI_010999	Camp-dependent protein kinase regulatory	n.s.	−1,226812411	n.s.	Cell signaling	Low
CSUI_009667	egf family domain-containing protein	n.s.	1,093572566	n.s.	Cell signaling	Low
CSUI_006910	Flagellar associated protein	−1,016661539	n.s.	n.s.	Microgametes	Moderate
CSUI_008375	Dynein heavy chain family protein	3,26019502	2,942806161	n.s.	Microtubules	Low
CSUI_006230	Alaserpin isoform x2	1,419526009	1,621707239	n.s.	Non identified function	Moderate
CSUI_006911	wd g-beta repeat-containing protein	−1,127412107	n.s.	n.s.	Protein binding	Moderate
CSUI_003321	Iron-containing superoxide dismutase	−3,237290598	−3,061790773	n.s.	REDOX	Low
CSUI_001909	dna rna polymerases superfamily protein	−6,435304941	n.s.	n.s.	Retrotransposon	Moderate
CSUI_009198	Retrotransposon gag protein	−6,486405962	−6,00608402	n.s.	Retrotransposon	High
CSUI_006462	Retrotransposon ty3-gypsy subclass	5,461776131	5,845415341	n.s.	Retrotransposon	Low
CSUI_009884	Retrotransposon ty3-gypsy subclass	n.s.	1,235948754	n.s.	Retrotransposon	Moderate
CSUI_010377	retrotransposon ty3-gypsy subclass	n.s.	1,319513604	n.s.	Retrotransposon	Moderate
CSUI_002784	Retrotransposon ty3-gypsy subclass	1,558644484	1,312017113	n.s.	Retrotransposon	Moderate
CSUI_010574	Retrotransposon ty3-gypsy subclass	2,059366979	n.s.	n.s.	Retrotransposon	Moderate
CSUI_005100	Retrotransposon ty3-gypsy subclass	5,137431242	5,34999588	n.s.	Retrotransposon	Moderate
CSUI_006463	Retrotransposon ty3-gypsy subclass	5,479810194	5,825029257	n.s.	Retrotransposon	Moderate
CSUI_009428	gag-pol fusion protein	−1,12578305	n.s.	n.s.	Retrotransposons	Moderate

Table legend: this table lists DEGs identified in this study, along with the following details for each gene: annotation number in ToxoDB, gene name, biological function, variation impact, and gene abundance (LogFC) in each comparison. Negative LogFC values indicate downregulation.

### Mitochondrial genome organization

The mtDNA genome information published for other members of the Coccidia, several *Eimeria* spp. and *T. gondii*, served as a template for designing PCR primers that carefully avoided nuclear genome sequences. Primer pairs often generated single amplicons by PCR that, when sequenced and annotated, revealed a high level of sequence identity to each other at the beginning or the end of the read regions, suggesting that the mitochondrial genomes may be either linearly concatenated or circular in nature, enabling successful PCR amplification of nearly full-length mt genomes. Despite the puzzling nature of the PCR results, all the contigs generated by sequencing successfully assembled into a single mtDNA sequence and the two complete mitochondrial genomes sequences of both strains obtained through direct sequencing of PCR products displayed identical lengths. The mitochondrial genome of *C. suis* spans 4,703 bp and is circularly mapped, although its physical form is not yet fully determined (Supplementary Data 1). The *C. suis* mt genome exhibits a specific organization, containing portions of CoI, or in some cases, complete cytochrome genes (CoIII and Cytb) interspersed with five fragments of large subunit rDNA and four fragments of small subunit rDNA (Fig. 5). Notably, the mitochondrial genome displays a strong bias towards A and T nucleotides, with A accounting for 30% (1432 bp) and T for 34% (1524 bp), while G and C represent 18% each (877 and 870 bp, respectively).

To facilitate whole genome alignments, we linearized all mitochondrial genome sequences at the same position. Interestingly, no intraspecific variation was observed between the two strains, as they shared 99.87% identity. To further our analysis, we performed an alignment of the DNA sequencing reads against the mitochondrial genome of 4,703 base pairs in length. This comparison revealed the presence of five single nucleotide polymorphisms (SNPs) when compared to the reference strain Wien-I; interestingly, these SNPs were consistent across both strains studied. In addition, the sequencing coverage for both strains was remarkably similar, as shown in Fig. 5. This finding suggests a high level of conservation among the strains, indicating a stable and well-maintained mitochondrial genome. All genes within the mitochondrial genomes were found to have stop codons. Moreover, each sequence commenced with a methionine and concluded with a canonical stop codon.

**Fig. 5:**
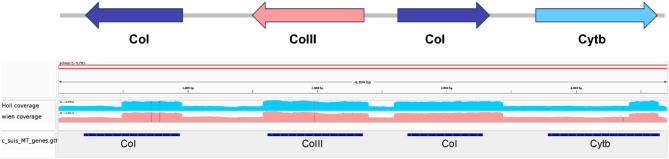
PCR amplification results and subsequent comparative Illumina DNA sequencing of mitochondrial genes from two *C. suis* strains. The top panel displays a schematic representation of the mitochondrial genome with arrows indicating the direction of transcription. The middle panel presents the PCR coverage, with the solid red line indicating normalized read coverage, ensuring the detection of homologous sequences between strains. The blue shaded regions represent the extent of PCR amplification for each gene. The lower panel provides a comparative view coverage; regions of high sequence identity with the reference genome are marked in lighter blue for Holland-I and pink for Wien-I.

### Quantitative RT-PCR

Quantitative RT-PCR analysis was conducted to assess the RNA levels of *C. suis* CoI and CoIII and Cytb. The transcripts levels were calculated according to the 2-ΔΔCt values using glyceraldehyde-3-phosphate (GAPDH) and actin as a reference genes. Our data demonstrated a significant upregulation of CoI, CoIII and Cytb mRNA in untreated Holland-I relative to Wien-I, indicating differential expression associated with the resistance phenotype. In contrast, when evaluating the impact of drug treatment on the mRNA expression of Holland-I, we observed a noticeable downregulation in the levels of CoI, CoIII and Cytb after a 24-hour treatment period compared to the untreated Holland-I. This decrease in expression post-treatment suggests a responsiveness of these genes to treatment, further supporting their potential mechanistic role in the resistance of Holland-I to toltrazuril. 

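The deposited table holds 4 mitochondrial rows, of which CytC-Oxi-I and CytC-Oxi-subunit-I are both described as CoI, CytC-Oxi-III as CoIII and Cytb as Cytb. How these rows were counted is not given in the sources used here, and the pair of CoI rows could share reads. CytC-Oxi-I had 5469.6 ± 1489 normalized counts in Wien-I, 10580.5 ± 1642 in untreated and 5271 ± 1092 in treated Holland-I (SD, n = 7 each). CytC-Oxi-subunit-I had 3110.4 ± 821, 6127 ± 1006 and 3326 ± 552 normalized counts in the same order, CytC-Oxi-III 4288 ± 1102, 7761 ± 1142 and 4460.3 ± 879.6, and Cytb 3016 ± 737, 5359 ± 780.2 and 2800.0 ± 540.3 (SD, n = 7 each). In untreated Holland-I the log2 fold changes against Wien-I were 0.99, 1.01, 0.89 and 0.86 (adjusted p = 5.15e-07, 1.04e-07, 1.66e-06 and 1.52e-06 from limma). Between treated and untreated Holland-I they were -1.01, -0.88, -0.81 and -0.94 (adjusted p = 1.00e-05, 3.17e-05, 9.13e-05 and 8.15e-06 from limma). In both comparisons and all 4 rows, every untreated Holland-I library lay above every library of the other group (two-sided exact permutation test, p = 0.000583 for each). Treated Holland-I and Wien-I were not distinguishable in any row, with log2 fold changes from -0.09 to 0.13 and adjusted p between 0.4997 and 0.924. All 8 differences kept an adjusted p under 0.05 with each library left out in turn and under every alternative except the treat test, which asks for a log2 fold change above 1 and called 0 of them (also 0 at an unadjusted p under 0.05). Over the list of 4 rows alone, 4 rows were also under 0.05 in each of these 2 comparisons (adjusted over the list alone). Actin (CSUI_009032), a reference gene of the qRT-PCR, had 10720.1 ± 1083 normalized counts in Wien-I, 10741 ± 649 in untreated and 11829 ± 687 in treated Holland-I (SD, n = 7 each), and its log2 fold changes of 0.01, 0.15 and 0.14 had adjusted p = 0.961, 0.0959 and 0.15 from limma for untreated Holland-I against Wien-I, treated Holland-I against Wien-I and treated against untreated Holland-I. Two-sided exact permutation tests gave p = 0.917, 0.0390 and 0.0122 in the same order. The changes were positive after all 3 other scalings. After quantile normalization they were 0.21, 0.36 and 0.15 with adjusted p under 0.05 in all 3 comparisons, and for treated Holland-I against Wien-I the adjusted p was also under 0.05 after rescaling without the most abundant genes (0.17) and with array weights (0.16). The paper's qRT-PCR text states a shorter treatment than the 72 h of these libraries. From the decrease after treatment in its qRT-PCR data, the paper proposes that these genes respond to the treatment and have a potential mechanistic role in the resistance of Holland-I.

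**Figure D2:**
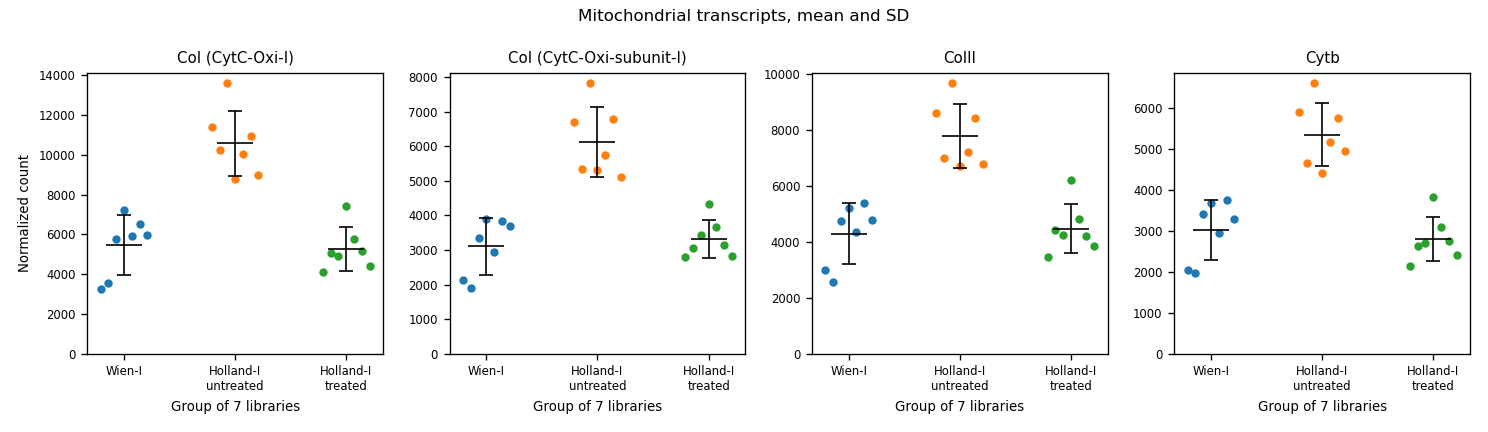
Normalized counts of the 4 mitochondrial rows in each of the 7 libraries of Wien-I, untreated Holland-I and treated Holland-I, with axes that start at 0. Points are libraries, and bars show the mean and SD of each group. For Cytb the untreated libraries lie between 4422 and 6629.7 normalized counts and all treated libraries between 2152 and 3829.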

The expression levels determined by qRT-PCR were consistent with those obtained by RNA-seq (Fig. 6), confirming the accuracy and reliability of the results.

**Fig. 6:**
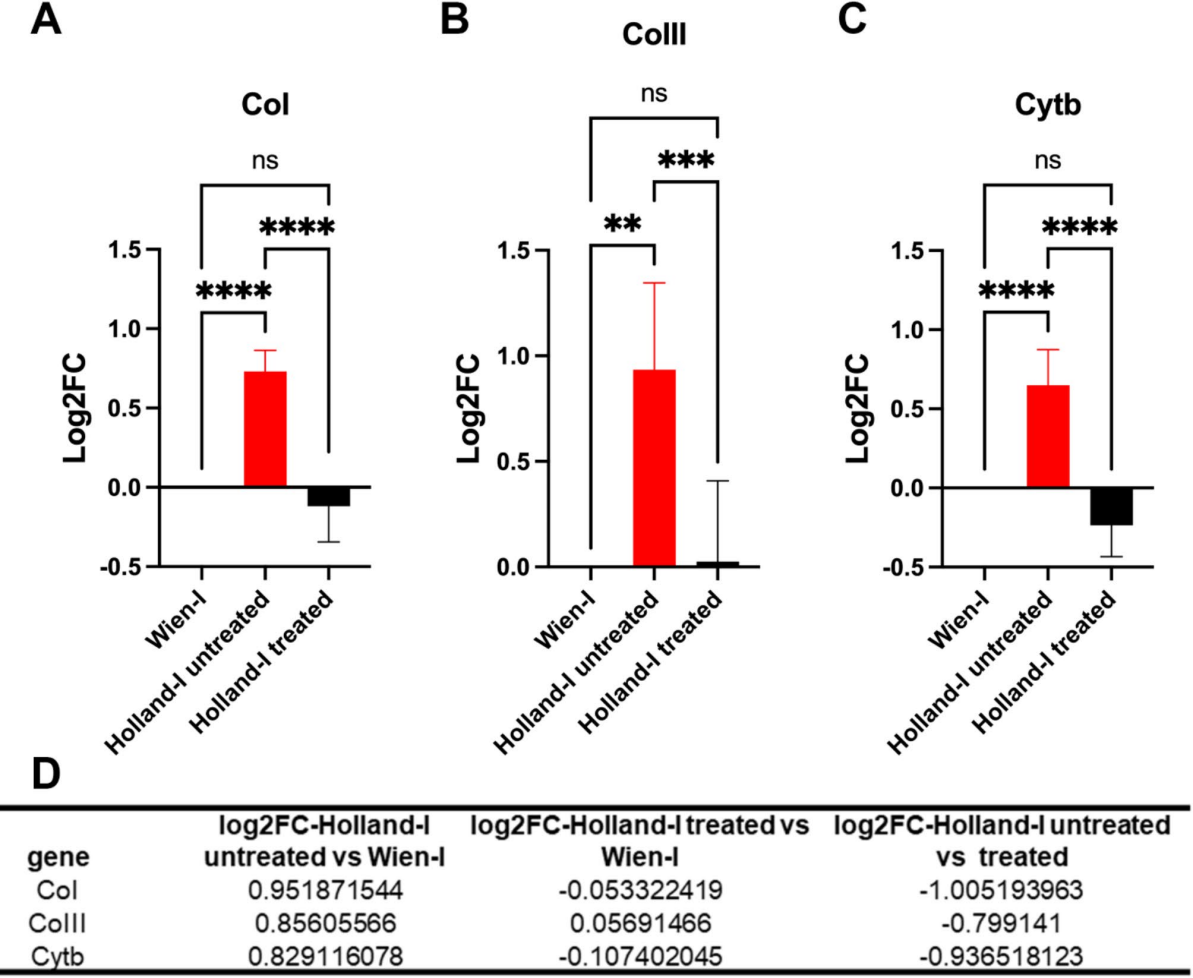
Relative mRNA levels of mitochondrial genes CoI (A), CoIII (B) and Cytb (C). qRT-PCR shows upregulation of all three genes in Holland-I compared to the toltrazuril-susceptible Wien-I and down-regulation in Holland-I under treatment. Values represent the mean ± standard error (SE) (*n* = 3). Glyceraldehyde-3-phosphate and actin were used for normalization. One-way ANOVA with multiple comparisons. Asterisks represent significant difference *P < 0.05, **P < 0.01***, *P* < 0.001, ****P < 0.0001. D) Summary of the differential gene expression analysis according to RNA-seq analysis.

## Discussion

The emergence and spread of drug-resistant strains of coccidian parasites poses a major challenge to current therapeutic strategies and calls for elucidating the underlying genetic mechanisms of resistance. Especially in the case of *C. suis*, where toltrazuril is the only registered effective drug and has now been used for decades to control suckling piglet coccidiosis, such information could provide insights on how to determine the presence of resistant isolates in the field and how to overcome poor treatment efficacy due to toltrazuril resistance. To address this, our study involved genome and transcriptome analyses of two unrelated *C. suis* isolates: the toltrazuril-resistant Holland-I^6^ and the toltrazuril-susceptible Wien-I^31^. Utilizing whole-genome DNA sequencing and Sanger sequencing of the mitochondrial genome, we identified genetic variations that provide insights into the organization and potential adaptive mechanisms of the toltrazuril-resistant *C. suis* strain Holland-I. Differential gene expression was evaluated through RNA-seq and RT-qPCR analyses of both strains, as well as the Holland-I strain with and without toltrazuril treatment. The latter analysis could not be conducted for Wien-I due to its sensitivity to the drug^32^. A critical consideration in our study was the need to replicate in vivo treatment conditions to ensure biologically relevant findings. Parasites were treated with toltrazuril over an extended period to allow sufficient time for egress and collection of intact parasites, which are essential for high-quality RNA and DNA sequencing. Short-term drug exposure is not only insufficient to mimic in vivo pharmacodynamics but also results in rapid disintegration of highly susceptible strains, such as Wien-I, making it technically challenging to obtain reliable gene expression data. This is consistent with findings from similar studies^23,24^, where prolonged drug incubation times were necessary to capture meaningful effects on parasites at critical developmental stages. For example, *Plasmodium falciparum* cultures were incubated for 48 h at the trophozoite stage^33^, and *Eimeria tenella* parasites were exposed to drugs over successive cycles to study resistance^34,35^ and *Toxoplasma gondii* tachyzoites were treated until egress to ensure intact material for molecular analyses^36^. Such approaches underscore the importance of extended exposure to fully observe drug effects and ensure representative sampling for downstream analyses.

While our approach provides a perspective on the genetic basis of toltrazuril resistance, we recognize the limitation of using only two isolates, as observed differences may reflect isolate-specific variation rather than definitive markers of resistance. In order to generalise the present findings future research will include geographically different isolates collected in the field and tested in vitro and in vivo for resistance of susceptibility to toltrazuril as described for the two strains used in the present study to be able to define common genetic traits which could further serve in the future as possible markers applicable in the field. We have chosen not to focus our discussion on the DEG comparison between treated and untreated parasites due to limitations in the functional annotation of these genes. In particular, 7 of the 11 differentially expressed genes in this comparison are uncharacterised, making it difficult to draw meaningful conclusions about their potential role in toltrazuril resistance. Although the remaining four genes have known functions, this small subset alone does not provide a robust basis for hypothesising resistance mechanisms. Including this comparison would risk speculative interpretations that could detract from the clarity of our overall findings.

Overall, the results of this study highlight several aspects of the genetic and molecular mechanisms underlying drug resistance in *C. suis*. Our comprehensive genomic and transcriptomic analyses revealed distinct patterns of genetic variation and differential gene expression between the two strains that could be related to toltrazuril susceptibility or resistance, underscoring the adaptive strategies employed by the parasite to reduce or evade drug efficacy. Correlation of transcriptomic data with SNP analysis in the Holland-I strain provided insight into the functional consequences of genetic variation. In addition, detailed analysis of the mitochondrial genome and its gene expressions adds another dimension to the complexity of the resistance phenotype.

1. Host cell invasion, motor activity and cell signalling.

Apicomplexan parasites secrete a diverse array of proteins to facilitate host cell invasion and to modulate host protein expression^37–43^. The transcriptional downregulation in key protein families such as PAN/Apple domain proteins, and ROPs in the Holland-I strain could signify a strategic adaptation to circumvent host immune defences or an indication of evolving drug resistance mechanisms. The SAGs and SRS proteins, known for their role in host cell adhesion and immune modulation^42^, showed downregulation and genetic variations which could imply a stealth strategy adopted by the Holland-I strain, potentially aiding in its survival and persistence in the face of host defences and pharmacological interventions. Their downregulation in the Holland-I strain suggests a reduced interaction of merozoites from this strain with host cells and the host’s immune system, as compared to the Wien-I strain.

Significantly, the variations in genes associated with host-cell invasion not only suggest mechanisms of adaptive evolution in the response to drug exposure, but also highlight potential targets for novel therapeutic interventions. The observed genetic mutations and the diverse expression patterns in these genes indicate a strategic modification of invasion pathways, which could be pivotal in developing resistance. This adaptation may facilitate the survival by altering its interaction with host cellular mechanisms, a finding that aligns with previous studies on coccidian survival strategies under drug pressure^34^.

Dynein proteins and genes associated with calcium-dependent proteins serve distinct yet potentially intersecting roles within cellular processes. Dynein proteins are motor proteins that facilitate movement along microtubules through ATP hydrolysis^44^, playing crucial roles in vesicular transport^45^, organelle positioning, spindle assembly, and chromosome segregation during cell division^46^. On the other hand, calcium-dependent protein kinases (CDPKs) are activated by calcium ions and are instrumental in various cellular functions, including signal transduction pathways that regulate cell motility, host cell invasion, and cell cycle progression^47–49^. The upregulation of dynein proteins alongside the downregulation of certain CDPKs and calcium-binding proteins in the resistant Holland-I strain suggests a complex adaptive mechanism. The increased expression of dynein proteins could represent a compensatory mechanism aimed at enhancing cellular transport and trafficking, crucial for the parasite survival under drug pressure. This might involve mechanisms for drug sequestration or expulsion to circumvent drug effects. Conversely, the reduction in CDPKs and calcium-binding proteins might reflect an adjustment in calcium-dependent signalling pathways, critical for motility, invasion, and cell cycle control, indicating an evolutionary adaptation to the stress induced by drug exposure. Interestingly, bumped-kinase inhibitor 1369, an anticoccidial compound which binds to *C. suis* CDPK1 is able to inhibit the development of both Wien-I and Holland I^50^, indicating that the involvement of CDPKs in toltrazuril resistance still needs to be investigated in more detail.

2. Retrotransposon elements.

The regulatory patterns and genetic variations observed in genes related to transposable elements suggest a significant role for retrotransposons. Retrotransposons, or transposable elements, are mobile genetic elements that shape genome structure and evolution. Their movement and insertion into different genomic positions can have notable functional impacts^51,52^. Retrotransposon activity is influenced by environmental factors, such as drug exposure, which can alter their activity and impact the genetic landscape, potentially contributing to drug resistance^53^. Retrotransposons can influence the development and spread of resistance through several mechanisms^54^. One primary mode is their insertion near or within genes crucial for drug metabolism or as drug targets. These insertions can alter gene function, leading to changes in drug metabolism or sensitivity, resulting in drug resistance. Retrotransposon activity can also facilitate genetic exchange, contributing to the spread of resistance within a population^55,56^.

Another factor contributing to drug resistance in parasites is their rapid reproduction, which generates genetic diversity^57^, allowing drug-resistant mutants to emerge and become predominant. Apicomplexan parasites undergo sexual reproduction, leading to genetic recombination and further diversification^58,59^, which may result in novel functions impacting drug resistance-related genes^13^. This makes the analysis of the associations between retrotransposon insertions and genes particularly intriguing, as evidenced in the Holland-I strain of *C. suis*.

Although active Ty3/Gypsy retrotransposons are not observed in all Coccidia investigated so far, multiple sequences derived from Ty3/Gypsy exist^60^. A possible explanation for the elevated presence and activity of retrotransposons in *C. suis*, compared to other members of the Sarcocystidae, could be attributed to its life cycle. In a single host, *C. suis* undergoes few mitotic generations followed by meiosis, while e.g. *T. gondii* undergoes mitosis frequently across intermediate hosts and meiosis only in the definitive host^60,61^. During meiosis, the genome is subject to extensive recombination and rearrangement, which is essential for offspring diversity. Retrotransposons can influence this process by inserting into the genome and causing mutations, altering gene expression, and leading to genetic variation in gametes^62^. Additionally, they can act as sources of new genetic material, incorporated into functional genes or regulatory regions during meiosis through a process known as exon shuffling^63^. This can result in the creation of novel genes with new functions, contributing to the evolution of new traits and biological processes^62,64^. Furthermore, the significant fluctuations in the expression of genes associated with retrotransposons, accompanied by notable genetic variation, point to their role in genomic rearrangements in Holland-I. These rearrangements could be critical for the development of drug resistance.

3. Mitochondrion.

Mitochondrial genome content and structure vary widely across the Apicomplexa. While the mtDNAs of all sequenced apicomplexans share the characteristic of having just three protein-coding genes (CoI, CoIII, and Cytb) and exhibit rRNA gene fragmentation, there is considerable diversity within the phylum in terms of gene orientation, arrangement, and overall genome structure^30,65^. Our mitochondrial genome analysis revealed a genome that maps circularly and encompasses 4,703 bp, smaller than those of other Apicomplexa with an average of 6 kbp. The genome-specific arrangement produced contigs containing two portions of CoI with different transcriptional directions. Additionally, the contigs included the complete cytochrome genes CoIII and CytB, with CoIII inserted between the two CoI fragments and CytB following the second CoI fragment, the two of them sharing the same transcriptional direction. Additionally, these contigs were interspersed with mtDNA rRNA gene fragments. The number, direction and topology of the three genes were almost identical in the two mt genome sequences obtained in the present work. Additionally, the presence of five single nucleotide polymorphisms (SNPs) between the strains highlights a minor but consistent level of genetic variation. Previous results in *Eimeria* species shown that the mitochondrial genome is arranged in tandemly repeated linear 6.2 kb elements, usually contains a non-fragmented three protein-coding genes, with the transcriptional direction of Cytb, CoI and CoIII^66^. In contrast, *T. gondii* showed that fragmented cytochrome genes exist as nonrandom concatemers in the mitochondrial genome, similar to the organization seen in related Coccidians, *Hammondia* and *Neospora*. For *N. caninum*, 20 distinct contigs ranging from 1.4 to 86 kb were identified, while *T. gondii* had 29 contigs ranging from 1.1 to 39 kb^29,30^ *Cystoisospora (Isospora)* was initially classified within the family Eimeriidae alongside *Eimeria* and *Cyclospora* spp., due to its homoxenous life cycle that resembles that of *Eimeria* species^67^. However, genetic reevaluations of coccidian phylogeny have repositioned *C. suis* as an outgroup within the family Sarcocystidae, distinct from the cluster comprising the genera *Neospora*,* Hammondia*, and *Toxoplasma*^31,68^. Notably, *Cystoisospora* spp. are most closely related to *T. gondii* and *N. caninum*. Additionally, the nearest outgroup family to Sarcocystidae is Eimeridae^69^. The mitochondrial genome sequences indicate that the piglet coccidia is related to other members of their family and closely related to *Eimeria* species. Our results suggest that *C. suis* has a mitochondrial structure similar to that of its close relatives, positioning it as an intermediate example within the coccidians.

Toltrazuril, like other triazine anticoccidials, exerts its effects through various mechanisms, including interference with the mitochondrial respiratory chain. This interference may lead to reduced enzymatic activity within the respiratory chain, contributing to its efficacy against Coccidia including *Eimeria tenella*^22,25,70^. In our study, qRT-PCR analysis provided key insights into the transcriptional regulation of mitochondrial genes in relation to toltrazuril susceptibility and action of the drug. Notably, the upregulation of these genes in Holland-I compared to Wien-I suggests increased baseline mitochondrial activity that could be associated with the parasite resistance phenotype. This might indicate an adaptive mechanism where *C. suis* strains that are less susceptible to toltrazuril potentially enhance their mitochondrial functions as a compensatory response to the presence of the drug. Further, the noticeable downregulation of CoI, CoIII, and Cytb mRNA levels in Holland-I following drug treatment underscores the mitochondrial genes responsiveness to the drug. This suggests that while these genes are upregulated in an untreated state, contributing to a possible resistance mechanism, they remain susceptible to drug action, indicating a complex interaction between the parasite genetic makeup and the drug mechanism of action. This dual behavior - upregulation in untreated conditions and downregulation upon treatment - shows the dynamic nature of gene expression in response to environmental stresses and pharmacological intervention. Similar mechanisms have been observed in other apicomplexans, where changes in mitochondrial gene expression and function contribute to the development of drug resistance^29^. The observed transcriptional changes are consistent with the proposed action of toltrazuril, which is based on disruption of the mitochondrial respiratory chain^22^ .

## Conclusions

Coccidian parasites demonstrate various resistance mechanisms, often involving genetic modifications that affect drug interaction pathways. The complex interplay of factors influencing drug resistance in *C. suis*, as observed in our study, points to the multifaceted nature of resistance mechanisms. These include not only genetic factors like SNPs and DEGs but also broader genomic adaptations involving mitochondrial functions and retrotransposon activities. Such complexity suggests that resistance mechanisms in coccidian parasites are not solely dependent on one pathway or genetic change but result from a series of adaptations at various biological levels, suggesting multi-factorial resistance mechanisms that may be shared across the order of the Coccidia.

Given the intricate relationship between drug resistance and mitochondrial function observed in *C. suis*, future research should focus on mitochondrial targets for drug development. Understanding how mitochondrial adaptations contribute to resistance will enhance our ability to design drugs that can overcome or circumvent these adaptations. Moreover, expanding comparative genomic studies to include more coccidian species will help delineate common and unique adaptive strategies, ultimately informing more effective control measures against these parasites.

In conclusion, the comparative study of the *C. suis* strains Holland-I and Wien-I reveals significant genomic adaptations fundamental to understanding resistance mechanisms and the evolutionary pressures driving these changes. These insights not only highlight the genetic responses to pharmacological challenges but also reinforce the need for novel management strategies to combat parasite resistance effectively.

## Materials and methods

### *Cystoisospora suis* oocyst collection

Oocysts of strains Wien-I (toltrazuril susceptible^71^;) or Holland-I (toltrazuril resistant^6^;) were purified from the faeces of experimentally infected piglets (according to §§ 26 ff. of the Animal Experiments Act, Tierversuchsgesetz 2021—TVG 2012 under number 2021–0.030.760.; Austrian Federal Ministry of Science, Health and Economy) using 25% Percoll (GE Healthcare, Vienna, Austria), washed and sporulated as described^72^.

In vitro culture.

Intestinal porcine epithelial cells (IPEC-1, ACC 705, Leibniz Institute DSMZ-German Collection of Microorganisms and Cell Cultures GmbH, Leibniz, Germany) were used as host cells in vitro and seeded in a density of 4 × 10^5^ cells per well in a 6-well plate (VWR, Vienna, Austria). Cells were grown in in DMEM/Ham’s F-12 medium (Gibco-Fisher Scientific GmbH, Schwerte, Germany) with 5% foetal calf serum (Gibco) and 100 U/ml penicillin and 0.1 mg/ml streptomycin (PAN- biotech GmbH, Aidenbach Germany) at 37 °C in 5% CO_2_. Confluent IPEC-1 cells were infected with 5 × 10^3^ sporozoites/well released from excysted oocysts and incubated further at 40 °C under 5% CO_2_. Infected cells with Holland-I were additionally incubated in the presence of 10 µM of toltrazuril (Sigma-Aldrich, Misuri, USA) dissolved in DMSO from day 6 for 72 h as described^32^. Parasites were counted daily to follow the growth patterns of the two strains used (supplemental data 2).

### DNA and RNA extraction and Illumina sequencing

DNA was extracted from seven biological replicates of dependent samples by well-wise pooling the cell culture supernatant containing free merozoites seven to nine days after infection of cells. Extraction was carried out using PeqGold Microspin Tissue DNA kit (VWR, Vienna, Austria) following the manufacturer’s instructions. The elution volume was 100 µl of Mili-Q water. The DNA samples were stored at − 20 °C until use. Libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit (E7645L, New England Biolabs, Ipswich, MA) and sequenced on a Illumina NovaSeq S4 using a 2 × 150 bp paired-end protocol.

RNA was isolated using RNeasy Mini kit (Qiagen, Hilden, Germany) and treated with RNase-free DNase (Qiagen) according to the manufacturer’s instructions to remove any DNA contamination. Total RNA was quantified using a NanoDrop 2000 (Thermo Fischer Scientific, Waltham, MA, USA). RNA samples with an RNA integrity number above 8.0 were used for library preparation, and samples were sent for library preparation using a reverse stranded protocol with poly-A enrichment. Sequencing libraries were prepared using the NEBNext Poly(A) mRNA Magnetic Isolation Module and the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina according to manufacturer’s protocols (New England Biolabs, Ipswich, Massachusetts, USA). Libraries were QC-checked on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) using a High Sensitivity DNA kit for correct insert size and quantified using Qubit dsDNA HS assay (Invitrogen, Waltham, Massachusetts, USA). Pooled libraries were sequenced on a NextSeq2000 instrument (Illumina, San Diego, California, USA) in 2 × 150 bp paired-end sequencing mode.

Sequence data that support the findings of this study have been deposited in the Sequence Read Archive (SRA) under the accession numbers SRR29155957 and SRR29155956. The RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE268275.

### Bioinformatic processing of the RNA-seq data

The raw data underwent preprocessing using PRINSEQ-lite^73^ (version 0.20.4), followed by alignment of the remaining high-quality reads to the *C. suis* reference genome (GenBank assembly accession: GCA_002600585.1, Genome assembly: ASM260058v1) using STAR^74^(version 2.7.9a). Alignment processing was performed using samtools^75^(version 1.4). Subsequently, featureCounts^76^(version 2.0.3) from the Subread package was employed to quantify reads per gene. Differential gene expression analysis was then conducted using DESeq2^77^. Heatmaps were generated using the heatmap.2 function from the gplots R package^78^.

### Bioinformatic processing of the WGS data

The preprocessing of raw reads was conducted using PRINSEQ-lite^79^ (version 0.20.4). Subsequently, alignment against the *Sus scrofa* reference sequence (Sscrofa11.1 GCA_000003025.6) was performed using BWA (version 0.7.17-r1188). Post-processing and segregation into swine and non-swine reads were carried out using samtools^79^ (version 1.4). Paired non-swine reads were isolated using PRINSEQ-lite.

Following this, alignment to the *C. suis* reference genome was executed with BWA, with subsequent post-processing utilizing samtools. Additional steps included the addition of read groups and duplicate marking using Picard^80^ (version 3.1.1).

For variant calling, HaplotypeCaller, CombineGVCFs, and FilterVcf from the GATK package^81^(version 4.5.0) were utilized to apply BaseRecalibrator via ApplyBQSR. SNPs and short InDels were then called using freebayes^82^(version 1.3.6). Post-variant calling, VCFtools^83^(version 0.1.16) was employed for filtering, and bcftools^84^(version 1.19) was used to separate variants specific to Holland-I and Wien-I strains. Normalization of the read coverage to CPM was done with bamCoverage from deeptools^85^ and for the circular representation of genes and variants the circlize R package^86^ was utilized.

### Mitochondria PCR amplification and sequencing

Initially, Primers were designed from highly conserved regions of available mitochondrial genome sequences for *Eimeria* species and based on the partial mitochondrial sequences of *T. gondii*. Three pairs of primers were designed in the conserved regions of the partial COIII and cytb to amplify three fragments (Table S4). Mitochondrial DNA fragments were amplified by PCR from cDNA using a Q5 high Fidelity DNA Polymerase (New England Biolabs, Ipswich, Massachusetts, USA) The cycling conditions were: 95 °C for 2 min (initial denaturation), then 95 °C for 30 s (denaturation), 68 °C (PCR1) and 60ºC (PCR 2 and 3) for 30 s (annealing), and 72 °C for 2 min (extension) for 30 cycles, followed by 72 °C for 5 min (final extension). Each PCR reaction yielded a single band detected in a 1% agarose gel stained with Midori Green Advance (Nippon Genetics Europe, Düren, Germany). DNA bands were excised from the gel and purified using a QIA quick gel extraction and purification kit (Qiagen, Toronto ON, Canada) according to the manufacturer’s instruction.

Purified PCR products were sequenced in both directions using a primer-walking strategy to generate near–complete mitochondrial genomes essentially as described by Ogedengbe et al.^17^. Sequencing was carried out using the ABI 3730 XL Sequence Detection System (Applied Biosystem Inc., Foster City, CA, USA) with a read length up to 1,100 nt (PHRED20 quality) by LGC genomics GmbH (Berlin, Germany).

### qRT-PCR of mitochondrial genes

Synthesis of cDNA was accomplished using the iScript cDNA synthesis kit (Bio-Rad, Hercules, California, USA). Quantitative PCR amplification of cDNA was carried out on a Mx3000P thermal cycler (Agilent Technologies, Santa Clara, CA, USA). The primers for gene amplification are listed in Table S4. Reaction mixtures contained 2.5 µl of sample cDNA (50 ng/µl), 5 µl of SsoAdvance Universal Probes Supermix (Bio-Rad, Hercules, California, USA) and 1.3 µl of nuclease-free water with primers and probes at a final concentration of 500 and 200 nM, respectively. Activation of polymerase was performed at 95 °C for 2 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 30 s. Each sample was run in triplicate. The qPCR results were normalized against the mean of two reference genes, GAPDH and actin (see primers in Table S4). Average gene expression relative to the endogenous control for each sample was calculated using the 2 − ΔΔCq method. The relative fold change of gene expression was expressed as the mean and standard deviation. Statistical analyses were performed using the ANOVA one way test with the software GraphPad Prism 10.2.2 (GraphPad Software, San Diego, CA). Differences were considered statistically significant at *P* ≤ 0.05.

### Gene annotation analyses

A consensus sequence was constructed by alignment of the forward and reverse sequences using the Assembly contigs tools of SnapGene (Version 6.2.1).

Gene annotations available on www.toxodb.org were used for *C. suis* data described in this study. The identification of potential homologues of *C. suis* hypothetical genes was also carried out using a BLAST analyses on www.toxodb.org and https://blast.ncbi.nlm.nih.gov/blast/Blast.cgi.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

## Data Availability

Sequence data that support the findings of this study have been deposited in the Sequence Read Archive (SRA) under the accession numbers SRR29155957 and SRR29155956. The RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE268275.

# Supplementary material for: Deciphering the code of resistance: a genomic and transcriptomic exploration of the Cystoisospora suis Holland-I strain
**Source:** Sci Rep. 2025 Feb 14;15:5461. doi: 10.1038/s41598-025-89372-8

**Table 1**. Primers used in this work

| N | Primer | Sequences (5’→ 3’) | Amplicon length (bp) |
| --- | --- | --- | --- |
|  | **For sequencing** |  |  |
| 1 | Fw-primer 1 | CGTAAGGAAAAGGAAAGGTTAACCGCTGT |  |
| 2 | Rv-primer 2 | CCCGCAGGATTACTAGAACCGTTTAGATG | 3068 PCR 1 |
| 3 | Fw-primer 3 | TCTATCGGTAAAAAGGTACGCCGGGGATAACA |  |
| 4 | Rv- primer 4 | AGTAGGGGCTATCATTTGGTTCTATACTC | 868 PCR 2 |
| 5 | Fw-primer 5 | CCTTACTTAGTACCTTGGTTACTAGGAGGG |  |
| 6 | Rv-primer-6 | CGGTAACTGTTGTGTTTAGATAGCGG | 1962 PCR 3 |
| 7 | Fw-int-1 | GGGTCCATGTACAATTACTAGCTGAGA |  |
| 8 | Rv-int-2 | CCTAAATTCCCATCCAGCACCTACTTC |  |
| 9 | Fw-int-3 | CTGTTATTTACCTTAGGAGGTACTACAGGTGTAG |  |
| 10 | Rv-int-4 | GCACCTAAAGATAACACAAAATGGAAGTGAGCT |  |
| 11 | Fw-int-5 | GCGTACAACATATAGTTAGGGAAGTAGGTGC |  |
| 12 | Fw-int-6 | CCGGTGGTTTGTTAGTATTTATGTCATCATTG |  |
| 13 | Fw-int-7 | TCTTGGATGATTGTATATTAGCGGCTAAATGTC |  |
| 14 | Fw-int-8 | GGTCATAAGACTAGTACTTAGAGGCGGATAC |  |
| 15 | Rv-int-9 | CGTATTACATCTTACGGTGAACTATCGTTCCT |  |
| 16 | Rv-int-10 | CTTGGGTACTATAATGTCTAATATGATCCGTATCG |  |
|  | **For RtqPCR** |  |  |
| 1 | Fw-ACTIN | CTTGCTGGCCGTGATTTGAC |  |
| 2 | Rv-ACTIN | ATATTGCCGTCCGGAAGCTC | 203 |
| 3 | Probe-ACTIN | CCTCCGCCGAGAAGGAAATT |  |
| 4 | Fw-GAPDH | TTCAACGAGAAGGAGCCAAG |  |
| 5 | Rv-GAPDH | CTTCGGAGGTGCAGACATG | 150 |
| 6 | Probe-GAPDH | CAAGGAAAAGGCTGAGGCGCAT |  |
| 7 | Fw-CoI | GATACATTGTCCAACCCATACC |  |
| 8 | Rv-CoI | GTTCCCTCGAATTAACGCAG | 110 |
| 9 | Probe-CoI | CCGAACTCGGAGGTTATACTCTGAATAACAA |  |
| 10 | Fw-CoIII | GGGTCCATGTACAATTACTAGCTGAGA |  |
| 11 | Rv-CoIII | CTCCTTAGAGGGAGTCTGTG | 158 |
| 12 | Probe-CoIII | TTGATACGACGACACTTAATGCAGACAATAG |  |
| 13 | Fw-CytB | TTTAACTACTGCCTGGTTGTC |  |
| 14 | Rv- CytB | TCCCCAAAAACTCATTTGTCC | 123 |
| 15 | Probe- CytB | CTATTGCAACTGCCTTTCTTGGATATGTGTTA |  |

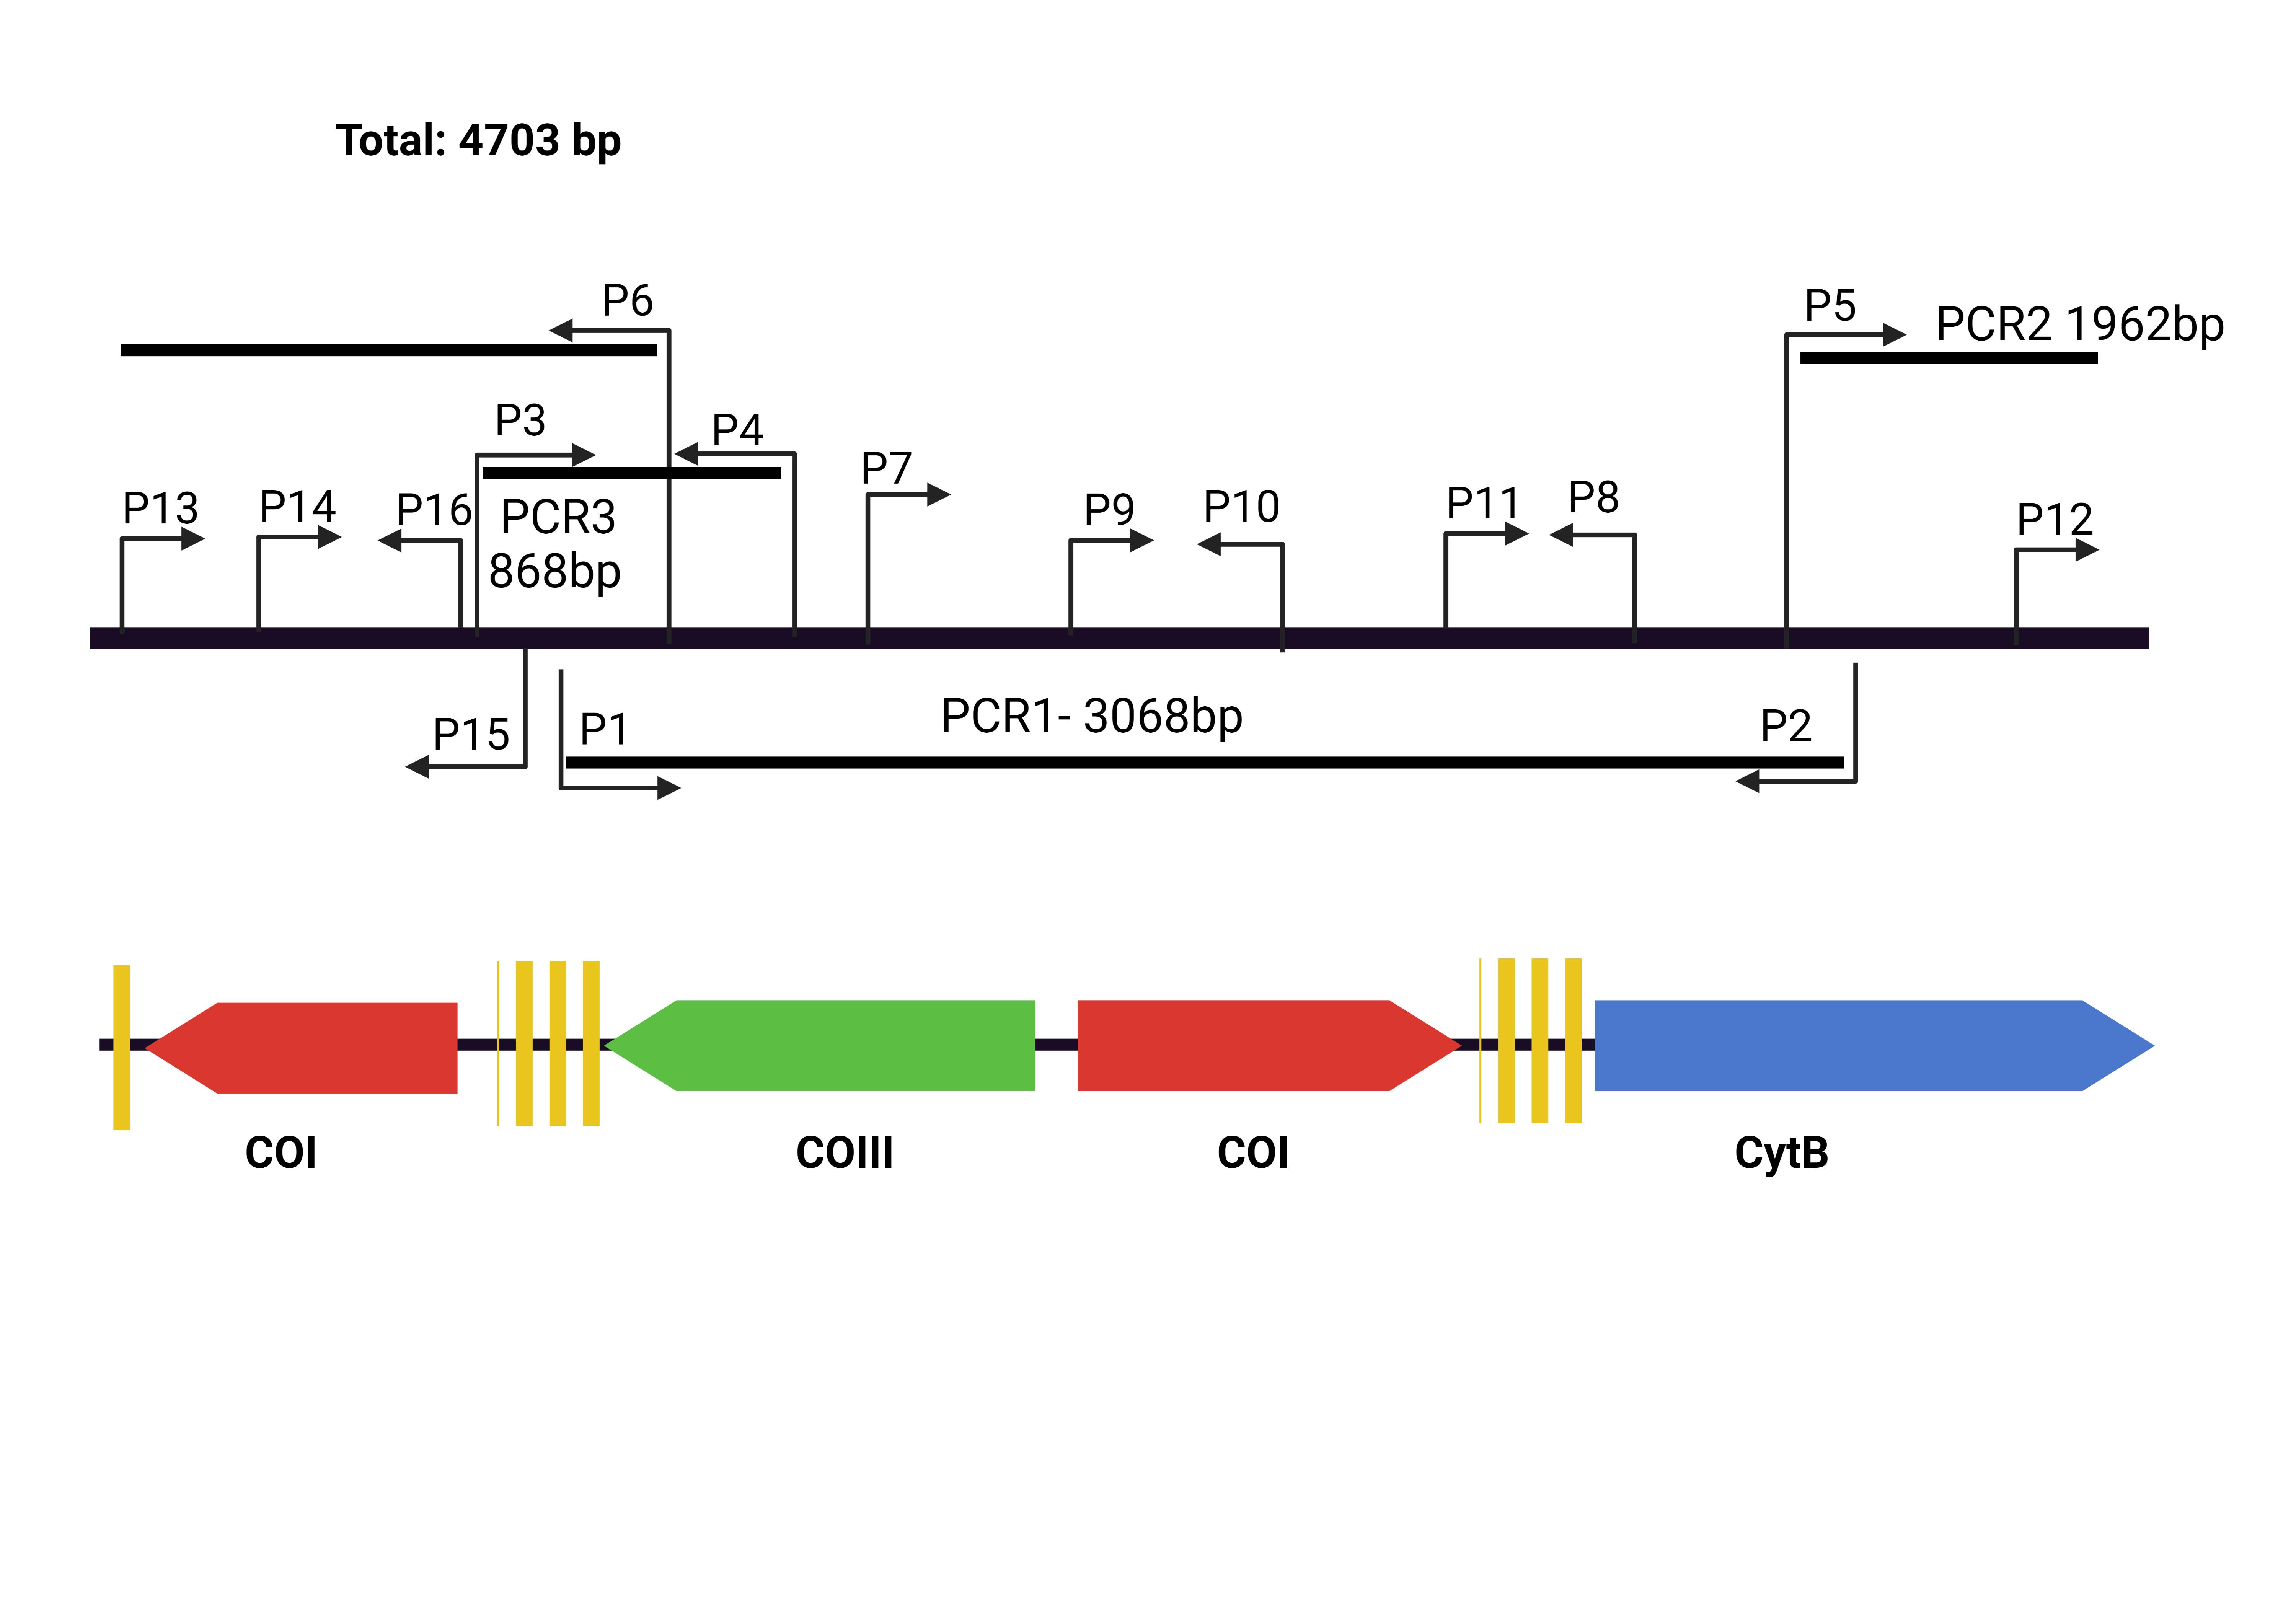

**Supplement:** Supplementary file 4 — Supplementary Material 4

# Supplementary material for: Deciphering the code of resistance: a genomic and transcriptomic exploration of the Cystoisospora suis Holland-I strain
**Source:** Sci Rep. 2025 Feb 14;15:5461. doi: 10.1038/s41598-025-89372-8
**Supplement:** Supplementary file 5 — Supplementary Material 5

Data set-Wien-I

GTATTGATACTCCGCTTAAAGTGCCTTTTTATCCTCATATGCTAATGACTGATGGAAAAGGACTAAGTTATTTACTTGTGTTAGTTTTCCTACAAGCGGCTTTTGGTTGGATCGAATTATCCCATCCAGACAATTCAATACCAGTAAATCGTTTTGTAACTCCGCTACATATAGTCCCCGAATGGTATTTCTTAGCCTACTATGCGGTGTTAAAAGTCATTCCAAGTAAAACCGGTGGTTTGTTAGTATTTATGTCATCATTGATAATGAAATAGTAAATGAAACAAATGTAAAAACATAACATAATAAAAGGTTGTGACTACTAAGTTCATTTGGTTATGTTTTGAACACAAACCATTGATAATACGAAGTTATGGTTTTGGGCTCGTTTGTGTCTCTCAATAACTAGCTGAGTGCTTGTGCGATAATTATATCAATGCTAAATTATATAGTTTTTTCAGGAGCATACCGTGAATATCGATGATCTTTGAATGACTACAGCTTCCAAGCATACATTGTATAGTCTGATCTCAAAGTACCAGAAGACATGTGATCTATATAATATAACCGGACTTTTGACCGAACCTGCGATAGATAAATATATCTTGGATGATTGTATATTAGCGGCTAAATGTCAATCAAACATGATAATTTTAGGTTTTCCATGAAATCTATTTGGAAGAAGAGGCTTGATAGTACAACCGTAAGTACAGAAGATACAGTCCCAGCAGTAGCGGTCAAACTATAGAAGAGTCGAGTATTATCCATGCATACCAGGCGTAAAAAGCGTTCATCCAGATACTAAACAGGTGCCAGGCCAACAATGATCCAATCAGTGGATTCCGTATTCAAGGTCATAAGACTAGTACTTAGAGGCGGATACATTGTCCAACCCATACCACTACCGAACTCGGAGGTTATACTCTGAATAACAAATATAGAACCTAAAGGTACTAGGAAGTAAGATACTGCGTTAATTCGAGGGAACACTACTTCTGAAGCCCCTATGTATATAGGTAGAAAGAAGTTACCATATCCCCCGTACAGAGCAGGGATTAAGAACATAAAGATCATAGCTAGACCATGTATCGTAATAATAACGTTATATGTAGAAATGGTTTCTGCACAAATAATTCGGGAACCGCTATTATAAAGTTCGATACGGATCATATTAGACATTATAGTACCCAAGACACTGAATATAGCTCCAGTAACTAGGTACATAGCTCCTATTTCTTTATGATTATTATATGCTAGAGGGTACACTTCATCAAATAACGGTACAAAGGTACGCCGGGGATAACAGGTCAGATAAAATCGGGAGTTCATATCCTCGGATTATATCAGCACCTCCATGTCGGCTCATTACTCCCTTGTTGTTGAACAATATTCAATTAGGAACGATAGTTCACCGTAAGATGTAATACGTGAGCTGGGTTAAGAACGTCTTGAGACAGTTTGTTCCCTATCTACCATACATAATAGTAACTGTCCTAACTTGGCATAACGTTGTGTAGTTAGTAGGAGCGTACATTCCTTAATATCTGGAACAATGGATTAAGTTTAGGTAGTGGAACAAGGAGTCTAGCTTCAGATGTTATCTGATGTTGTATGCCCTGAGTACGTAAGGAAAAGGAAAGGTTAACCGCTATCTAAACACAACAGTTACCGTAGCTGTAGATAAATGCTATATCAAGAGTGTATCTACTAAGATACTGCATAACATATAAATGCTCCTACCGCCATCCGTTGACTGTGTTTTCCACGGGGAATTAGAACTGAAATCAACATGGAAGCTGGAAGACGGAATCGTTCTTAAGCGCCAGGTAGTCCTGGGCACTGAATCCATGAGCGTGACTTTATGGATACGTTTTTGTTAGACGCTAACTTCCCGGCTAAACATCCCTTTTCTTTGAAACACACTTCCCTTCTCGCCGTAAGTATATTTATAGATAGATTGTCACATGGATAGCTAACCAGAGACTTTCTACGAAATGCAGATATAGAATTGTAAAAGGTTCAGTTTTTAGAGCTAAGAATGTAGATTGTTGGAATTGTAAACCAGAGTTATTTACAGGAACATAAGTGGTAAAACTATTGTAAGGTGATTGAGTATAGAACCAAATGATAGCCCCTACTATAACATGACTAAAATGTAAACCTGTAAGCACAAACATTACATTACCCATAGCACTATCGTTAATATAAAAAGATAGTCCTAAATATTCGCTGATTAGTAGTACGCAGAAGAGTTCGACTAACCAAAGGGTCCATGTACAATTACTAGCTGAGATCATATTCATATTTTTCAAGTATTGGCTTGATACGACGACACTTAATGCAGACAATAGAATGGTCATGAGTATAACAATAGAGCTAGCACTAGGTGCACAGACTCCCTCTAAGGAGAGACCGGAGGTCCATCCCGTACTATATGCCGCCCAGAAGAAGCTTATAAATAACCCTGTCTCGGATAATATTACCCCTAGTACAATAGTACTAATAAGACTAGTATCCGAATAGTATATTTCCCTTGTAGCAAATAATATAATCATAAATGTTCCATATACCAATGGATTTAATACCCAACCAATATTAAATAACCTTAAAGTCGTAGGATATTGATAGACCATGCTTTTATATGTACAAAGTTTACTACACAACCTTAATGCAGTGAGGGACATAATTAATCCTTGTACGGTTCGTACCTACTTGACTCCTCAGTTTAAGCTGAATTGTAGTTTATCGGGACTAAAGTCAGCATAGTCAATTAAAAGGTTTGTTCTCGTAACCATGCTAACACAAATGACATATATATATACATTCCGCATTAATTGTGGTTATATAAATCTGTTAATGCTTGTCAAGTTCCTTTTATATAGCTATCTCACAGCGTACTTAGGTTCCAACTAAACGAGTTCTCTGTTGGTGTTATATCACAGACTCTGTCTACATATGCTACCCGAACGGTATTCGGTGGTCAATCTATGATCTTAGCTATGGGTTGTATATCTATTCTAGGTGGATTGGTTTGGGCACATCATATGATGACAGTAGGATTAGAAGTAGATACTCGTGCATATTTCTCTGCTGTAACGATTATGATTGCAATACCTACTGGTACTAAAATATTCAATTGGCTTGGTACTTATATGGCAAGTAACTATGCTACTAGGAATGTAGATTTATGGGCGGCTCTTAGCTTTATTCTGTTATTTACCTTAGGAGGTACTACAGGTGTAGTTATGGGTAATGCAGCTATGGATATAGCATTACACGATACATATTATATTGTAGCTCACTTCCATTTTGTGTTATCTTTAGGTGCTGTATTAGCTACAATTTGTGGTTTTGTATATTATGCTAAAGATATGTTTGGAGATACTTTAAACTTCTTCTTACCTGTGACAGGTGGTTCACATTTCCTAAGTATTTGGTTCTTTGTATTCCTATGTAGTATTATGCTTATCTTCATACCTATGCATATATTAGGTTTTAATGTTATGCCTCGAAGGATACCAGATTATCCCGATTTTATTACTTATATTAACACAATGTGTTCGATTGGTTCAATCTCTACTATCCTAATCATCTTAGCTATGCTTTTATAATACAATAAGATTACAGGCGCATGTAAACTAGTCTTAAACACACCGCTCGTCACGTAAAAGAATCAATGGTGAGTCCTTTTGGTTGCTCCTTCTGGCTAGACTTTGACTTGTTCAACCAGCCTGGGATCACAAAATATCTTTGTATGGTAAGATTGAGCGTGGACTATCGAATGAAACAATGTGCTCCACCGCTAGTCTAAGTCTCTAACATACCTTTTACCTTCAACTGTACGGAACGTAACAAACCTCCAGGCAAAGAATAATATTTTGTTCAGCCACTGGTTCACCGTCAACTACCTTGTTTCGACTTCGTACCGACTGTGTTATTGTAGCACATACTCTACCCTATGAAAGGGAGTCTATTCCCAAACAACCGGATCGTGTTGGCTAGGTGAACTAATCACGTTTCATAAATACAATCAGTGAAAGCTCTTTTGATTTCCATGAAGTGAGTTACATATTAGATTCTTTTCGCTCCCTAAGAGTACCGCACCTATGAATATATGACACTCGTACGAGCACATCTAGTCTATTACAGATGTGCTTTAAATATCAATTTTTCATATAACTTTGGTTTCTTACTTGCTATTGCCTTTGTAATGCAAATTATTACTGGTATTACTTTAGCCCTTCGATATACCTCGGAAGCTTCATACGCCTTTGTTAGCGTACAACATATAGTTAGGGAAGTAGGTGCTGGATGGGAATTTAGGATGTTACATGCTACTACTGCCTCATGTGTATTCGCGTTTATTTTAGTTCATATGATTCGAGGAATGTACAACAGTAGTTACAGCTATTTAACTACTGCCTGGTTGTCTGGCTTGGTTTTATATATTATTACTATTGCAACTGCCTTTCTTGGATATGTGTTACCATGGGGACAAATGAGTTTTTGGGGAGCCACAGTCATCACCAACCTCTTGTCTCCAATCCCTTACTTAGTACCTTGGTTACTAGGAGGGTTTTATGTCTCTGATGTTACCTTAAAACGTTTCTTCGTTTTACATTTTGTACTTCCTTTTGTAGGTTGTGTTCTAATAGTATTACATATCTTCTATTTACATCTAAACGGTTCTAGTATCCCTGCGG

Data set Holland-I strains

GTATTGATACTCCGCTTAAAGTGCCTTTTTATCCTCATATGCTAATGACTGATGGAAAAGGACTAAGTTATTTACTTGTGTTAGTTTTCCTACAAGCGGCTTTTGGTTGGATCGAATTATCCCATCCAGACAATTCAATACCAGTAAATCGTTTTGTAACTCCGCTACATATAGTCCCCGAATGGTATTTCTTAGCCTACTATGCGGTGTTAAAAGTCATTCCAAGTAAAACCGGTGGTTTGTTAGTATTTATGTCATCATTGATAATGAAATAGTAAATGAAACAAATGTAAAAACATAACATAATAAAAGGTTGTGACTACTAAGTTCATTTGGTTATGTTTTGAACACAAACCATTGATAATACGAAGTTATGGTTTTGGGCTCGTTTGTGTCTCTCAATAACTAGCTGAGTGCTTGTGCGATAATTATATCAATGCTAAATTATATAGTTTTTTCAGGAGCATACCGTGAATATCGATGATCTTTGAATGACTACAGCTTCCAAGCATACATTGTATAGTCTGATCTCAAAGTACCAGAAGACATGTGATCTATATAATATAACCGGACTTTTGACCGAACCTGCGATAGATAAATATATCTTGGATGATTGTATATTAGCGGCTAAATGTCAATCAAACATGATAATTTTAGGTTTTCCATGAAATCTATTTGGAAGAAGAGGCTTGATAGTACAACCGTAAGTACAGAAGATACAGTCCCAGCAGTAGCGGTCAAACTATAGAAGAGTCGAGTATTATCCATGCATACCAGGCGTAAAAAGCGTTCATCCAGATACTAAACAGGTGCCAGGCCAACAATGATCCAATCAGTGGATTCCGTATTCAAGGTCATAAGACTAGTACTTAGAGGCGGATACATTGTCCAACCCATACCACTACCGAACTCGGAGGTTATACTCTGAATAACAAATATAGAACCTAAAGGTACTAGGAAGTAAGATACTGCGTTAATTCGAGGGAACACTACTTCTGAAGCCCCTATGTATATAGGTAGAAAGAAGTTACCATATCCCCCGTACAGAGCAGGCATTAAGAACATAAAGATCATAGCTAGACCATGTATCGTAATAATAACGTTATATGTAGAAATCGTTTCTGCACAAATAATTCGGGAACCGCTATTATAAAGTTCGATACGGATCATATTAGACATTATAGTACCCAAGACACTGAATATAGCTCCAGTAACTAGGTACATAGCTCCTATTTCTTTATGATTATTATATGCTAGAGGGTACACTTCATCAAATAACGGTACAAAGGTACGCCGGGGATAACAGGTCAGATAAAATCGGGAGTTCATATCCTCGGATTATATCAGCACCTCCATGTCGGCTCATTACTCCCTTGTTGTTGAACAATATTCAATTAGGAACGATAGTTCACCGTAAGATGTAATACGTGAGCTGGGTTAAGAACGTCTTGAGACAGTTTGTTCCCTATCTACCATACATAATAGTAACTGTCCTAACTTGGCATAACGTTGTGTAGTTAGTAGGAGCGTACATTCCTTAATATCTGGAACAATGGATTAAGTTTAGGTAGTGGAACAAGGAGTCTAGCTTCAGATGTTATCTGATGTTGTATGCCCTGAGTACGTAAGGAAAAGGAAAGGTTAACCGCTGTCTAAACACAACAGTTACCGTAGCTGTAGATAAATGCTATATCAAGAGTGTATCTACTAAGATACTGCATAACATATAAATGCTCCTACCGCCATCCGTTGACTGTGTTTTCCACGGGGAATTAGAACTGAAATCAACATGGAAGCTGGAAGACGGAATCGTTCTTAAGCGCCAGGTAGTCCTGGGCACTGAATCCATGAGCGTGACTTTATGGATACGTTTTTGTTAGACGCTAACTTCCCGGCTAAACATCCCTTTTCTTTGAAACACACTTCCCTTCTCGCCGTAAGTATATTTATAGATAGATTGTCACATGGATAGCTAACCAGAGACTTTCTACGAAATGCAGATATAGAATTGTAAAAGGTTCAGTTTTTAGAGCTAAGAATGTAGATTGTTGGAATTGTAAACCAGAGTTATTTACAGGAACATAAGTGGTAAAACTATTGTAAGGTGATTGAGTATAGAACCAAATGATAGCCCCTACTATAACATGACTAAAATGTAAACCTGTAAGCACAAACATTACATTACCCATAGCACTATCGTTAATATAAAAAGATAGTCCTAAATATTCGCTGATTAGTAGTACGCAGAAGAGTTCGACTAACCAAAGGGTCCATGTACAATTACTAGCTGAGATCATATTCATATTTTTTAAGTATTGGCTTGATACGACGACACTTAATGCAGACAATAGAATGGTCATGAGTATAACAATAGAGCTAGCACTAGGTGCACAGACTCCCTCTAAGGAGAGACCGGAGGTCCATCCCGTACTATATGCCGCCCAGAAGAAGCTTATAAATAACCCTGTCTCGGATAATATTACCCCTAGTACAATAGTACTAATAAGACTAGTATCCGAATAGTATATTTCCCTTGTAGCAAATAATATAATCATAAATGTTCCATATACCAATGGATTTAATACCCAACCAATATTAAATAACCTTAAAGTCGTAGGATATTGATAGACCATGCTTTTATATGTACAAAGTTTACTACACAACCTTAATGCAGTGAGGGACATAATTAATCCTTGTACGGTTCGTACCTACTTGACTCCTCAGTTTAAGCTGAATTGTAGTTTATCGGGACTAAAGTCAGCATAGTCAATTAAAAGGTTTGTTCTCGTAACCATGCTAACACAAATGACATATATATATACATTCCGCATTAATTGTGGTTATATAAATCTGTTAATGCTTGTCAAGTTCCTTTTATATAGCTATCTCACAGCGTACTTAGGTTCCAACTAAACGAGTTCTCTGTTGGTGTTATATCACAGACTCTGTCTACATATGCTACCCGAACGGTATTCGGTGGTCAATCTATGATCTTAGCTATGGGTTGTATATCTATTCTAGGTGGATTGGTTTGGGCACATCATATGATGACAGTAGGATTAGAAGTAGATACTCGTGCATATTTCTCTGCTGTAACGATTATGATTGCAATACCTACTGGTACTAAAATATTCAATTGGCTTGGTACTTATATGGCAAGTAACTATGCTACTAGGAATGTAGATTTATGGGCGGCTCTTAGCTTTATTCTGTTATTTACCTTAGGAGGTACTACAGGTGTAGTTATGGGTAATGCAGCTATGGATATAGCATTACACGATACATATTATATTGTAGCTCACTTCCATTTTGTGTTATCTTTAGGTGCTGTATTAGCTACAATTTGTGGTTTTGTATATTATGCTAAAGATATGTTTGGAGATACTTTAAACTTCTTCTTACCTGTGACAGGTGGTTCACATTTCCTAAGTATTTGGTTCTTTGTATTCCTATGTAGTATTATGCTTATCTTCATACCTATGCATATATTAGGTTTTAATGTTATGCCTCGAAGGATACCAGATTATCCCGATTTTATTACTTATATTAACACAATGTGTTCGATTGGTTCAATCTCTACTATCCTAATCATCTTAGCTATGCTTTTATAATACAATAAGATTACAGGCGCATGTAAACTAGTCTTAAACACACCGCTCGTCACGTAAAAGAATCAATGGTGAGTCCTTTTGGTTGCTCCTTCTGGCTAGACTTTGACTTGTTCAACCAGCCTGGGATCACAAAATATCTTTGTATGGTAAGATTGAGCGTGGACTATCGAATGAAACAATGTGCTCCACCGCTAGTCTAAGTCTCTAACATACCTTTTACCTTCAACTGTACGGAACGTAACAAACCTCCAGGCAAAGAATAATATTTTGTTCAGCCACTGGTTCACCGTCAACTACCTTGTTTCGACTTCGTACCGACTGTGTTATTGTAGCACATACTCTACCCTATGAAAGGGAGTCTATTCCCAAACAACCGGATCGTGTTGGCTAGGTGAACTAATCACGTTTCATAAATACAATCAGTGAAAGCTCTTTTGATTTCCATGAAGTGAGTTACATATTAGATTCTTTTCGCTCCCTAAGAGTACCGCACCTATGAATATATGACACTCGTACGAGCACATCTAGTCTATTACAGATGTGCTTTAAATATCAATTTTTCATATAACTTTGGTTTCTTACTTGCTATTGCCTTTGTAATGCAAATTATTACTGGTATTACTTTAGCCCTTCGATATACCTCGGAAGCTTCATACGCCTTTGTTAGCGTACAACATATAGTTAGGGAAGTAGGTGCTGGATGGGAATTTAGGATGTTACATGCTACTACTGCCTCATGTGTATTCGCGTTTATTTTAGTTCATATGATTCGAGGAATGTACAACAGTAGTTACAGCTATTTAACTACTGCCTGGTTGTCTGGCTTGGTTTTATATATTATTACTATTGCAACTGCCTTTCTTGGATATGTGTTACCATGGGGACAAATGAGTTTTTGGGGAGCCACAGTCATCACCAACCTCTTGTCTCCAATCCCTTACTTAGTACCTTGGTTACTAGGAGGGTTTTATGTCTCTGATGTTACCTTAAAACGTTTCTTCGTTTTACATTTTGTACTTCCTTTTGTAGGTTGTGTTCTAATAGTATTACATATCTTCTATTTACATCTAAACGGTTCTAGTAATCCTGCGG

CLUSTAL O(1.2.4) multiple sequence alignment

Wien-I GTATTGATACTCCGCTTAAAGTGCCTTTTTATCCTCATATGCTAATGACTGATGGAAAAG 60

Hol-I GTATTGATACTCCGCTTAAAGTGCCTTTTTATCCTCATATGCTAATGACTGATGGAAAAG 60

************************************************************

Wien-I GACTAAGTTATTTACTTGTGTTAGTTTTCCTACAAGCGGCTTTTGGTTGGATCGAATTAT 120

Hol-I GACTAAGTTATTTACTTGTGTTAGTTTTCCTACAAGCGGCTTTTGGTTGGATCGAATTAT 120

************************************************************

Wien-I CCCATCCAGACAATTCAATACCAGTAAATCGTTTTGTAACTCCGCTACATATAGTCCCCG 180

Hol-I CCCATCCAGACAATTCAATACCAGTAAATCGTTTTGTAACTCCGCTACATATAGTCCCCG 180

************************************************************

Wien-I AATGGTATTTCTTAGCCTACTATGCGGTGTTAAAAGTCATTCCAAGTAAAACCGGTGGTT 240

Hol-I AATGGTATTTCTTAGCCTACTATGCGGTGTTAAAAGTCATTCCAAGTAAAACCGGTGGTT 240

************************************************************

Wien-I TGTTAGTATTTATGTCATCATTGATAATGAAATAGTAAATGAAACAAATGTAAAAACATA 300

Hol-I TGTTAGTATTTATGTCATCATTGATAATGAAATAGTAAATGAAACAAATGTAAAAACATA 300

************************************************************

Wien-I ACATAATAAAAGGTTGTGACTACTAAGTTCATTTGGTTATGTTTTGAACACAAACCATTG 360

Hol-I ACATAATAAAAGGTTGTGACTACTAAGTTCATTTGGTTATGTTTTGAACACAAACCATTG 360

************************************************************

Wien-I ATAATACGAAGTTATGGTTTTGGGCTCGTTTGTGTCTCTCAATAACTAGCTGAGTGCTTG 420

Hol-I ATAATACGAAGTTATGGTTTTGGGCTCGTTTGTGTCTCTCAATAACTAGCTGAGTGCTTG 420

************************************************************

Wien-I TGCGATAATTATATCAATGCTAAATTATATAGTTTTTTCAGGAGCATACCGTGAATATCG 480

Hol-I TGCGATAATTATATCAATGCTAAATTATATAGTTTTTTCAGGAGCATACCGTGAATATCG 480

************************************************************

Wien-I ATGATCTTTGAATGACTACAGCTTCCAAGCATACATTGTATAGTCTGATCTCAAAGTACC 540

Hol-I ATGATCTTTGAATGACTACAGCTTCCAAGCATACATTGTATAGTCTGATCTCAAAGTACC 540

************************************************************

Wien-I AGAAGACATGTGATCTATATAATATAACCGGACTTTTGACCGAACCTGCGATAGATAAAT 600

Hol-I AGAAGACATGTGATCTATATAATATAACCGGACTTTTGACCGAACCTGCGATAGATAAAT 600

************************************************************

Wien-I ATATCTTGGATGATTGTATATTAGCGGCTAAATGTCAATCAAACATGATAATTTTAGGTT 660

Hol-I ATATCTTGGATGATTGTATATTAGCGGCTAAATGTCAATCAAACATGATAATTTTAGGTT 660

************************************************************

Wien-I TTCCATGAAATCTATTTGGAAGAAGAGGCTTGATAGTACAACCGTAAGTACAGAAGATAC 720

Hol-I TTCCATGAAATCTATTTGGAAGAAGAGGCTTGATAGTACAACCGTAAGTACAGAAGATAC 720

************************************************************

Wien-I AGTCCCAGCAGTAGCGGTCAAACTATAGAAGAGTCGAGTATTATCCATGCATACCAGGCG 780

Hol-I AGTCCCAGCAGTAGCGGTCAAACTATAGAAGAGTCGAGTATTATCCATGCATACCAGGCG 780

************************************************************

Wien-I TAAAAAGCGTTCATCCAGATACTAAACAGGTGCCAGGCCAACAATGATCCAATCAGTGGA 840

Hol-I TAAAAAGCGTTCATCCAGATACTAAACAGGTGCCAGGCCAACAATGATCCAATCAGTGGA 840

************************************************************

Wien-I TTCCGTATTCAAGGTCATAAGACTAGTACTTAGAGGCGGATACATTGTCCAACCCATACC 900

Hol-I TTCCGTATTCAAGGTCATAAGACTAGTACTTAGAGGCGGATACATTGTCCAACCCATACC 900

************************************************************

Wien-I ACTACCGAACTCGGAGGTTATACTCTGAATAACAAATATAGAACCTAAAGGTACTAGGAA 960

Hol-I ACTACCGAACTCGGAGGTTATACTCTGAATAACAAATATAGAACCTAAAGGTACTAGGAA 960

************************************************************

Wien-I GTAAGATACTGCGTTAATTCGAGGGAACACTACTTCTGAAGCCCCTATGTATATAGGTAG 1020

Hol-I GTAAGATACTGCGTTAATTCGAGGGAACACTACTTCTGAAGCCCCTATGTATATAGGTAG 1020

************************************************************

Wien-I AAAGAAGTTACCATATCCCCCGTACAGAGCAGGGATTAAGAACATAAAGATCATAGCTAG 1080

Hol-I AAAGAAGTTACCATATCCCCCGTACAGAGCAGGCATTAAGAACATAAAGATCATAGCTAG 1080

********************************* **************************

Wien-I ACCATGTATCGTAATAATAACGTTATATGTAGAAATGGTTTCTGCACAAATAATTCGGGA 1140

Hol-I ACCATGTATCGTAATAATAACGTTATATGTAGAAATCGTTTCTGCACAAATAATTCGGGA 1140

************************************ ***********************

Wien-I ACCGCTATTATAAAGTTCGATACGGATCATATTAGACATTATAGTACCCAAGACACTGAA 1200

Hol-I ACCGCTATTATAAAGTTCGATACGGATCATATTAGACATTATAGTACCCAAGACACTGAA 1200

************************************************************

Wien-I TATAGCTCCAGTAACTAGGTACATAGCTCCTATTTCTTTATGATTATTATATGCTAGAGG 1260

Hol-I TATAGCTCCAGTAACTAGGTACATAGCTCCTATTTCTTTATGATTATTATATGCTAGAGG 1260

************************************************************

Wien-I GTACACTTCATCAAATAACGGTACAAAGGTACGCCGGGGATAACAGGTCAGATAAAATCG 1320

Hol-I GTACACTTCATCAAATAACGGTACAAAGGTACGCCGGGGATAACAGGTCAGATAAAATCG 1320

************************************************************

Wien-I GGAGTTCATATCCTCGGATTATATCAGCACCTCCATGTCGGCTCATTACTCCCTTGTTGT 1380

Hol-I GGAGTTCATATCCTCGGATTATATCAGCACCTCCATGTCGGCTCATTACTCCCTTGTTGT 1380

************************************************************

Wien-I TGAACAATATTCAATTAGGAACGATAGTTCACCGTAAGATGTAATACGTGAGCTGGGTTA 1440

Hol-I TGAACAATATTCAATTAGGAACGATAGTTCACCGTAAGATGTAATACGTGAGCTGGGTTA 1440

************************************************************

Wien-I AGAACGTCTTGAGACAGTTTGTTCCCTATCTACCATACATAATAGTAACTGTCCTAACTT 1500

Hol-I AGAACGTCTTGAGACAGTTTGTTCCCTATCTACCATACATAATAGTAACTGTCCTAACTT 1500

************************************************************

Wien-I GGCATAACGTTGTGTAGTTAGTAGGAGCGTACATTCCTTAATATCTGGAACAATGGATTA 1560

Hol-I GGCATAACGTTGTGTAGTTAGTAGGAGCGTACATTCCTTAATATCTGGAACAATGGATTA 1560

************************************************************

Wien-I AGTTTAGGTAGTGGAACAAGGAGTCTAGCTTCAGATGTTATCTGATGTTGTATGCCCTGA 1620

Hol-I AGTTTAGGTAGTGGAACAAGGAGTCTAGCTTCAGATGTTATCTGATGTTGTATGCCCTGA 1620

************************************************************

Wien-I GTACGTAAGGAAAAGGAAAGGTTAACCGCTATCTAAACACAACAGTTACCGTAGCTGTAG 1680

Hol-I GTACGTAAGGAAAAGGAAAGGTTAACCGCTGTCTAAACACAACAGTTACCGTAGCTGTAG 1680

******************************.*****************************

Wien-I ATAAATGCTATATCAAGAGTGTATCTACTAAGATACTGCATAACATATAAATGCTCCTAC 1740

Hol-I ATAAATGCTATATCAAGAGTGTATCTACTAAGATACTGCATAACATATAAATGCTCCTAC 1740

************************************************************

Wien-I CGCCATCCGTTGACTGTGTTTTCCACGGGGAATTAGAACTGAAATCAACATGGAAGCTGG 1800

Hol-I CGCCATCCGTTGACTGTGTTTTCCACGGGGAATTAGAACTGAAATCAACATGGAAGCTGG 1800

************************************************************

Wien-I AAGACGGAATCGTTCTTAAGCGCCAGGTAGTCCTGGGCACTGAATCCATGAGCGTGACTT 1860

Hol-I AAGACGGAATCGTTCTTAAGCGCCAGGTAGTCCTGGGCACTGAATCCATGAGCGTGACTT 1860

************************************************************

Wien-I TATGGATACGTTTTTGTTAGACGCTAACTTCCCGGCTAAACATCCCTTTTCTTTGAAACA 1920

Hol-I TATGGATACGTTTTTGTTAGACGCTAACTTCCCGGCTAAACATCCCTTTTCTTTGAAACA 1920

************************************************************

Wien-I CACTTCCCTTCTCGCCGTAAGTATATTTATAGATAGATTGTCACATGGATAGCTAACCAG 1980

Hol-I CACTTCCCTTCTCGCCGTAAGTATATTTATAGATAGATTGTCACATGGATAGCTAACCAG 1980

************************************************************

Wien-I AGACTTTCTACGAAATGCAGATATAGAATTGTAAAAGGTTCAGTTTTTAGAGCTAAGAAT 2040

Hol-I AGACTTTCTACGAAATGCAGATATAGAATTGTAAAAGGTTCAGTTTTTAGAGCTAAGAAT 2040

************************************************************

Wien-I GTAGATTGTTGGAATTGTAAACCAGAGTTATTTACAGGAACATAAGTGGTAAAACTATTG 2100

Hol-I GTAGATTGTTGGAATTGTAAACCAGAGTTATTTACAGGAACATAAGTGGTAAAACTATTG 2100

************************************************************

Wien-I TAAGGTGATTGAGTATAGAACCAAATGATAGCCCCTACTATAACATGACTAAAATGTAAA 2160

Hol-I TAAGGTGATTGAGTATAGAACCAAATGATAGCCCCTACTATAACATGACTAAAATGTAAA 2160

************************************************************

Wien-I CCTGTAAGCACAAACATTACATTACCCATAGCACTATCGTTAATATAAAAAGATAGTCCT 2220

Hol-I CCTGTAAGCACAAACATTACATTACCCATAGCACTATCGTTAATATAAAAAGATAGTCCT 2220

************************************************************

Wien-I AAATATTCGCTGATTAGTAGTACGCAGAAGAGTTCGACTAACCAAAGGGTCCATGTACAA 2280

Hol-I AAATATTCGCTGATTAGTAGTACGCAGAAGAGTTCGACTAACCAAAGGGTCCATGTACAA 2280

************************************************************

Wien-I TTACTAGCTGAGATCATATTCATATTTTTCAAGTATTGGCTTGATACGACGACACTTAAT 2340

Hol-I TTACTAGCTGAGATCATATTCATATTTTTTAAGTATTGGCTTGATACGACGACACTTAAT 2340

***************************** ******************************

Wien-I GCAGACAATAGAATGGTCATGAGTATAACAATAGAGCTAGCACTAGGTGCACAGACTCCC 2400

Hol-I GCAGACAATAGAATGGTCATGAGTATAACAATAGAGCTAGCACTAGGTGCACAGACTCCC 2400

************************************************************

Wien-I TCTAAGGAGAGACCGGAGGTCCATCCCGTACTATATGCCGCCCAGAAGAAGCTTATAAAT 2460

Hol-I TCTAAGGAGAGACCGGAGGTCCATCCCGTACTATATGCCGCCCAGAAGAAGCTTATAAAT 2460

************************************************************

Wien-I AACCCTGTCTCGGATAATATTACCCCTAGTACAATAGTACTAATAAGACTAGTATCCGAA 2520

Hol-I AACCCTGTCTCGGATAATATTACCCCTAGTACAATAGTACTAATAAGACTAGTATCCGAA 2520

************************************************************

Wien-I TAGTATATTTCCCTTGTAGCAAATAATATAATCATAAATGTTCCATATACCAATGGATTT 2580

Hol-I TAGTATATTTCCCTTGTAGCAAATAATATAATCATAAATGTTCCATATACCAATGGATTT 2580

************************************************************

Wien-I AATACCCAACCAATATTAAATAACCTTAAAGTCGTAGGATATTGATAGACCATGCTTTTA 2640

Hol-I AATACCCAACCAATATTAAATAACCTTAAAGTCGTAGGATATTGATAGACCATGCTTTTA 2640

************************************************************

Wien-I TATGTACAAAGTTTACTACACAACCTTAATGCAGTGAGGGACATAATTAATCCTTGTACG 2700

Hol-I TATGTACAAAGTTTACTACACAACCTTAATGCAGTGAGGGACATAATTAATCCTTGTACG 2700

************************************************************

Wien-I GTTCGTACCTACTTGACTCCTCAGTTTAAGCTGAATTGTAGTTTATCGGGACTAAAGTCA 2760

Hol-I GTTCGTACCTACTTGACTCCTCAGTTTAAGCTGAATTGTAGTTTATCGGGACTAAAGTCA 2760

************************************************************

Wien-I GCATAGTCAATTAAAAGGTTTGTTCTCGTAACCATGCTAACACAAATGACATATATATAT 2820

Hol-I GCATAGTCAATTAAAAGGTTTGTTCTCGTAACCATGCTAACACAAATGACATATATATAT 2820

************************************************************

Wien-I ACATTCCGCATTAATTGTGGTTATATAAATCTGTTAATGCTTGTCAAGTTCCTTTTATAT 2880

Hol-I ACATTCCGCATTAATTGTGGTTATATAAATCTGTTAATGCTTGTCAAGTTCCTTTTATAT 2880

************************************************************

Wien-I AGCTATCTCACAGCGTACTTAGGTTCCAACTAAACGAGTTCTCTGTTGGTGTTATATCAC 2940

Hol-I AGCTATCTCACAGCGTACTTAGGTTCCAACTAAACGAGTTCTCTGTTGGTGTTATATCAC 2940

************************************************************

Wien-I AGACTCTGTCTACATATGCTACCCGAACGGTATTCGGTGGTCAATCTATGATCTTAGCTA 3000

Hol-I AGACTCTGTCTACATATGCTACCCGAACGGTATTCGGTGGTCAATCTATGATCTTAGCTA 3000

************************************************************

Wien-I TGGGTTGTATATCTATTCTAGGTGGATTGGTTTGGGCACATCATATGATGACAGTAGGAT 3060

Hol-I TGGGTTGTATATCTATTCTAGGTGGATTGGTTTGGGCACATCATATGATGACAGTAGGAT 3060

************************************************************

Wien-I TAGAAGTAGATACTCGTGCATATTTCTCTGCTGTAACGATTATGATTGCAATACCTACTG 3120

Hol-I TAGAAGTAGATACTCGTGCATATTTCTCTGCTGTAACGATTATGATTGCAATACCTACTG 3120

************************************************************

Wien-I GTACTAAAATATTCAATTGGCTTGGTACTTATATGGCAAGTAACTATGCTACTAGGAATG 3180

Hol-I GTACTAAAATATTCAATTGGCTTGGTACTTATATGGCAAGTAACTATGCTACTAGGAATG 3180

************************************************************

Wien-I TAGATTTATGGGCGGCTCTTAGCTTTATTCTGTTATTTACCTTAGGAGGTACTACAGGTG 3240

Hol-I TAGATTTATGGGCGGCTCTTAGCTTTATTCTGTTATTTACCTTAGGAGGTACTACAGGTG 3240

************************************************************

Wien-I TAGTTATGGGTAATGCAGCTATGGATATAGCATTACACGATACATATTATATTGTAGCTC 3300

Hol-I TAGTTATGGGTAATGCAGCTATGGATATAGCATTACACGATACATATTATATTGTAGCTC 3300

************************************************************

Wien-I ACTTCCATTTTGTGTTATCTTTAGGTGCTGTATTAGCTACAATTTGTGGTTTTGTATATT 3360

Hol-I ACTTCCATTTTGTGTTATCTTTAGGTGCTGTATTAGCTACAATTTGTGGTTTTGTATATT 3360

************************************************************

Wien-I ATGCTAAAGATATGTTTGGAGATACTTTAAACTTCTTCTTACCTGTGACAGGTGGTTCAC 3420

Hol-I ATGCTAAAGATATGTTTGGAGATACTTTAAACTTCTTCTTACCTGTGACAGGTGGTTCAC 3420

************************************************************

Wien-I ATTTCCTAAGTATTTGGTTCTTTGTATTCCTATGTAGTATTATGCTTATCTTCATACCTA 3480

Hol-I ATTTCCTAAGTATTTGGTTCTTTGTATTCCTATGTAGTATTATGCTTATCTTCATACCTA 3480

************************************************************

Wien-I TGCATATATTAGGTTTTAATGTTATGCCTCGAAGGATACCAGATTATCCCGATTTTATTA 3540

Hol-I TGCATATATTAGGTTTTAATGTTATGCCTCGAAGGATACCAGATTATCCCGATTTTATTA 3540

************************************************************

Wien-I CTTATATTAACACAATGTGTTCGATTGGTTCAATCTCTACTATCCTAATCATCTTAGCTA 3600

Hol-I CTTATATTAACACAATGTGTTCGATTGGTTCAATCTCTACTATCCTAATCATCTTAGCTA 3600

************************************************************

Wien-I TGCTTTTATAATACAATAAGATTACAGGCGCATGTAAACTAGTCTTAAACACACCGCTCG 3660

Hol-I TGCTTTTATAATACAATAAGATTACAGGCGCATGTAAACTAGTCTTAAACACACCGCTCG 3660

************************************************************

Wien-I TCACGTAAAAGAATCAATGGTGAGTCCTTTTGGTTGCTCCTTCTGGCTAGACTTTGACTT 3720

Hol-I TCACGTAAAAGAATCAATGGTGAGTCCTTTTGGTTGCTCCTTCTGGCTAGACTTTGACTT 3720

************************************************************

Wien-I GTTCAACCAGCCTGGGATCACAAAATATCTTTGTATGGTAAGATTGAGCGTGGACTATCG 3780

Hol-I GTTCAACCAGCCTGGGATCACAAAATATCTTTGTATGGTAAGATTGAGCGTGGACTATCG 3780

************************************************************

Wien-I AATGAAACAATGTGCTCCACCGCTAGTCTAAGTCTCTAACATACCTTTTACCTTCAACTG 3840

Hol-I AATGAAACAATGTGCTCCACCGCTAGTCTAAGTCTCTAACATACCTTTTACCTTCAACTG 3840

************************************************************

Wien-I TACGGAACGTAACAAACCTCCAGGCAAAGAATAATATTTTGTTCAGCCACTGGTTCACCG 3900

Hol-I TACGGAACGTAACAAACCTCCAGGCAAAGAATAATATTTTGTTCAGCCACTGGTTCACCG 3900

************************************************************

Wien-I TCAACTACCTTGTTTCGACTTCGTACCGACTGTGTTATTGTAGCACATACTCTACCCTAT 3960

Hol-I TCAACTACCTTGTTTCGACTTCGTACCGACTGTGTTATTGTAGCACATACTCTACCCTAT 3960

************************************************************

Wien-I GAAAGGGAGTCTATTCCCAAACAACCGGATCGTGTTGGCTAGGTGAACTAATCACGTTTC 4020

Hol-I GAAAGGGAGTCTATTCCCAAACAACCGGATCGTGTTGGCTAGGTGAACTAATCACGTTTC 4020

************************************************************

Wien-I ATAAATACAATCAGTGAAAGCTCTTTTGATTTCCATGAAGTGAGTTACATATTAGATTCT 4080

Hol-I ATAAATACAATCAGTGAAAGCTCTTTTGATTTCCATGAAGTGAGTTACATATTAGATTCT 4080

************************************************************

Wien-I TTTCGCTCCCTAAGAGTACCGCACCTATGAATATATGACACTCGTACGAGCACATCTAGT 4140

Hol-I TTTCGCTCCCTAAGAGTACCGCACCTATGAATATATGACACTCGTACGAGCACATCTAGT 4140

************************************************************

Wien-I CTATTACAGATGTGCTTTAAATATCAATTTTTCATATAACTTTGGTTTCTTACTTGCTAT 4200

Hol-I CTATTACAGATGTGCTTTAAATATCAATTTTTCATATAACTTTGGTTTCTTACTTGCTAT 4200

************************************************************

Wien-I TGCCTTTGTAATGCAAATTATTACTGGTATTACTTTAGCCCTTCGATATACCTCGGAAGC 4260

Hol-I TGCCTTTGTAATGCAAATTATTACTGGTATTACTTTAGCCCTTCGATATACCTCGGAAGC 4260

************************************************************

Wien-I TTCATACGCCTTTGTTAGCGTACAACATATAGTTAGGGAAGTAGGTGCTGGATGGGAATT 4320

Hol-I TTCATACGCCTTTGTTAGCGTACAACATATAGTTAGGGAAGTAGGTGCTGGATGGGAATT 4320

************************************************************

Wien-I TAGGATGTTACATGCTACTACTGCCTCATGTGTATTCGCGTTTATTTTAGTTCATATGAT 4380

Hol-I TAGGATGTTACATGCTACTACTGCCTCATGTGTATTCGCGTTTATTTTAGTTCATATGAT 4380

************************************************************

Wien-I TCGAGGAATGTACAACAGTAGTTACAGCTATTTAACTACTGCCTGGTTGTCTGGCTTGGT 4440

Hol-I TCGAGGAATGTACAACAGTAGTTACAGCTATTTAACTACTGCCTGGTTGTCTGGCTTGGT 4440

************************************************************

Wien-I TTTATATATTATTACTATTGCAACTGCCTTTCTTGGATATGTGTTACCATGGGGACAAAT 4500

Hol-I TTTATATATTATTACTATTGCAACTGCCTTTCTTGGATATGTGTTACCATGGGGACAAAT 4500

************************************************************

Wien-I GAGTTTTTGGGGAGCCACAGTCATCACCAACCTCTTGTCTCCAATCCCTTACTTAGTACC 4560

Hol-I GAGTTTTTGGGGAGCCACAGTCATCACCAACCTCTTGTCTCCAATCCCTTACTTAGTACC 4560

************************************************************

Wien-I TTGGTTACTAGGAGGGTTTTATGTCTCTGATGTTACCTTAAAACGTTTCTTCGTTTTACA 4620

Hol-I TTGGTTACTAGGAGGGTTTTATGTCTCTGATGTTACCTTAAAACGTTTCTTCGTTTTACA 4620

************************************************************

Wien-I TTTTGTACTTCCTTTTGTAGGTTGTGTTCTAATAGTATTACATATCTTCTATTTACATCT 4680

Hol-I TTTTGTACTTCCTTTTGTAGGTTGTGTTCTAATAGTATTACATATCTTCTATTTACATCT 4680

************************************************************

Wien-I AAACGGTTCTAGTATCCCTGCGG 4703

Hol-I AAACGGTTCTAGTAATCCTGCGG 4703

**************: *******

How the deposited data were processed for this re-analysis (not part of the article)

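The RNA of *C. suis* merozoites was measured in 21 libraries, 7 of the toltrazuril-susceptible strain Wien-I, 7 of untreated Holland-I and 7 of Holland-I treated with 10 µM toltrazuril for 72 h from day 6. Conditions and replicate numbers were taken from the sample labels and the methods of the paper, and 0 columns of the table were left without a sample.

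The authors prepared reverse stranded libraries with poly-A enrichment, preprocessed the reads with PRINSEQ-lite, aligned them with STAR to the Wien-I assembly ASM260058v1, processed the alignments with samtools, counted reads per gene with featureCounts and used DESeq2, whose version is not given in the sources used here. The values the authors deposited are normalized counts, a signal that equals the reads of a gene divided by 1 size factor per library. The table has 11547 rows, of which 4 are mitochondrial, and how those were added is not given in the sources used here. The strand setting of the counting, its treatment of reads with several alignments and the handling of reads from the pig host cells are not given there for the RNA data either. Reads of similar genes could therefore be split between family members, and reads of Holland-I that differ from the Wien-I reference could be lost in the alignment.

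From the deposited values, whole reads were recovered by dividing each library by its smallest nonzero value, and 100% of the values came out whole within 1e-09. Size factors computed by DESeq2 from these reads differed from those of the authors by at most 3.11e-15 in relative terms. The reads on genes per library ranged from 3658493 to 7521181 with a median of 5708089. The median share of reads on the mitochondrial rows was 0.513% in untreated Holland-I, 0.285% in treated Holland-I and 0.311% in Wien-I, and that of the 10 genes with the most reads was 8.86%, 8.21% and 8.14%. At this depth a gene with 3 reads or fewer over a group is at the limit of detection, and the 95% interval given for such a count covers counting error only.

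Because the deposited values are not raw counts, the tests were run with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a trended prior, 1 fit over all 21 libraries and Benjamini-Hochberg adjustment. The 10832 genes with a mean normalized count of at least 5 were tested, and DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Log2 fold changes are on this scale, which can understate or overstate the change of genes with low counts. Every adjusted p of a gene is from limma unless DESeq2 or edgeR is named. Single genes were also compared by two-sided exact permutation tests of the mean log2 value over the 3432 arrangements of 7 and 7 libraries. Overlaps of gene lists were tested with two-sided Fisher's exact tests against the genes tested, and the retrotransposon and gamete lists with camera and fry.

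The steps were tested on simulated data with 200 changed genes. limma recovered 99.5% of them for untreated Holland-I against Wien-I (10796 genes tested), 96.5% for treated Holland-I against Wien-I (10782 genes) and 96% for treated against untreated Holland-I (10790 genes), and called 1, 1 and 0 unchanged genes. All simulated changes were well above the log2 fold change of 1 required of a DEG. The recovery therefore does not cover changes near that size.

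The alternatives were other pseudocounts, other filters on low values, only the groups compared in the fit, the replicate number as a term, 3 other scalings (TMM, quantile, and totals without the mitochondrial rows and the 10 largest genes), array weights, limma's treat test, each library left out in turn, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads. For the overlaps, other impact levels, DEGs shared by both comparisons and another background were also tried, and, after the values were seen, the count without hypothetical proteins. An alternative whose sign changed for a value that was called under neither setting was counted as unchanged.

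The genes named were fixed by a rule written when the values in the paper's tables had been seen. They are the mitochondrial rows and the reference gene actin, all genes of the small families of Table 1, the largest rises and falls of its larger families, the genes of Table 1 with a value for treated against untreated Holland-I, the gene of Table 2 with a high impact variant, and in each comparison the 3 largest rises and 3 largest falls among DEGs whose libraries did not overlap. The dynein genes have no falls in Table 1, so only rises were named. GAPDH is not named in the tables used, so it was not analysed here. Gene descriptions come from the tables of the paper, and 11452 rows were matched to the gene table of ASM260058v1, which was used for gene lengths and for which genes are neighbours. The DNA variants, the mitochondrial genome sequences and the qRT-PCR measurements were not analysed here beyond the gene lists of Supplementary Table 2.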

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

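The tests of untreated replicate 2, of its label and of the number it shares with a Wien-I library, both over pairs of libraries and over a set of genes, were chosen only after the result was seen, and the other tests here were chosen before.

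Among 108 groups of 7 libraries, 1 for each named gene and condition, 11 had a library whose gap to the nearest other was too large a part of the range, where chance gives about 1 in 20 groups, or 5.4. Of these 11, 3 were in untreated replicate 2. This library had 8830.3 normalized counts of AMA1 (CSUI_006388), compared with 1370.1 to 2842 in the other untreated libraries, 2217 of srs44 (CSUI_009377), compared with 250.4 to 541, and 1124 of CSUI_008115, compared with 71.4 to 173. On the second principal component it lay at 45.6, and all other libraries between -15.8 and 15.5. Without it, 15 of the 21 DEGs lower in treated than in untreated Holland-I were still called, among 18, which argues against this library as the source of most of them. The values of the 3 genes depend on it more, with log2 fold changes of -1.15, -0.42 and -1.23 without it. All 3 genes were also highest in Wien-I replicate 2 among the Wien-I libraries, AMA1 with 3250.3 normalized counts compared with 1511 to 2333, srs44 with 833 compared with 469 to 689.7, and CSUI_008115 with 279 compared with 75.0 to 127, of which only the last gap was too large a part of the range. Over all tested genes this pair did not stand out, since 12 of the 49 pairs of an untreated and a Wien-I library deviated from their group means with a correlation at least as high as the 0.0321 of this pair. Over 288 other genes that set untreated replicate 2 apart in the same way, Wien-I replicate 2 was the Wien-I library that deviated most in the same direction for 78, compared with 24 to 57 for the other Wien-I libraries, while its median deviation of 0.043 on the log2 scale was below the 0.054 of replicate 6. Treated replicate 2 was not the highest treated library for any of the 3 genes, with 935 normalized counts of AMA1, 362 of srs44 and 53.3 of CSUI_008115, compared with 1163, 366 and 57.4 in treated replicate 3. A preparation shared by untreated and Wien-I replicate 2 and a property of untreated replicate 2 alone cannot be told apart, since genes are not independent and neither test over genes decides. A label exchanged with another group of the study is argued against. Its median position was taken on a scale from 0 at the mean of the other group to 1 at the mean of the other untreated libraries. Over the 22 DEGs between treated and untreated Holland-I found without it, this position was 0.921. There the treated libraries lay between -0.0894 and 0.112 and the other untreated ones between 0.875 and 1.195. Over the 214 DEGs between untreated Holland-I and Wien-I found without it, the position was 0.952. There the Wien-I libraries lay between -0.0298 and 0.0336 and the other untreated ones between 0.987 and 1.020. In this second comparison it thus lay slightly outside its own group, towards Wien-I, but far from the Wien-I libraries. A sample from outside these groups, a different stage mixture in that culture, or another property of that library stays open, and no biological explanation was tested.

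The other values set apart were of these genes. Microneme protein 13 (CSUI_006151) had 6.26 normalized counts in treated replicate 5, compared with 12.4 to 16.9 in the other treated libraries. The ROP37 gene CSUI_002064 had 0 in treated replicate 5, compared with 2.65 to 8.54, srs53c (CSUI_007676) had 0 in untreated replicate 5, compared with 5.35 to 12.0, and the cdpk4a gene CSUI_008474 had 0 in untreated replicate 3, compared with 3.99 to 13.4. CSUI_006672 had 0.958 normalized counts, which is 1 read, in untreated replicate 4 and 0 in the other untreated libraries. Wien-I replicate 4 was above the other Wien-I libraries for srs53c, with 1594 normalized counts compared with 1040.2 to 1121, and for CSUI_010225, with 33297 compared with 23508 to 27092. Without untreated replicate 3, CSUI_008474 was no longer a DEG in untreated Holland-I (-0.87) and became one in treated Holland-I (-1.08), whereas microneme protein 13 stayed a DEG without treated replicate 5. No explanation of these values was tested.

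Between treated and untreated Holland-I, 1422 genes had an adjusted p under 0.05 at any fold change, of which the paper reports only DEGs, with a median absolute log2 fold change of 0.33. In 100 of the 1716 splits of these 14 libraries, only 1, the real one, gave as many genes, and the largest count of another split was 61. Chance is thus argued against, as long as the libraries are independent. A trend on gene length as the whole cause is argued against, since 1488 genes were found after each library's trend was removed. This removal shifted the log2 fold changes by up to 0.106, with a median of only 0.0047. Their Spearman correlation with gene length was 0.051, so there was little trend to remove. A difference in library size is argued against by the 1221 genes with every library thinned to 3658493 reads. The same holds for untreated replicate 2, since 1224 genes were found without it, 1133 of them among those found with it. With each library left out in turn the count stayed between 1029 and 1587. An effect of the drug, a difference in the stages present after treatment and a difference between culture batches, for which neither labels nor paper give a batch, stay open and untested.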

How the results depend on the processing

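All alternatives here were set before the data were examined, except that hypothetical proteins were left out of the list of genes with variants after the values were seen.

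With each library left out in turn, the DEGs of untreated Holland-I against Wien-I numbered 111 to 124 lower and 93 to 106 higher, those of treated Holland-I against Wien-I 131 to 147 lower and 94 to 109 higher, and DEGs in any comparison 304 to 335. The DEGs lower in treated than in untreated Holland-I numbered 16 to 27 and those higher 0 to 6. The last count, 2 with all libraries, was 4 without untreated replicate 2, 3 or 5 or Wien-I replicate 4, 6 without untreated replicate 6, 1 without untreated replicate 4 or treated replicate 6, and 0 without treated replicate 3 (15 at an unadjusted p under 0.05). The mitochondrial differences past adjusted p 0.05 stayed at 8. Leaving out libraries was set for DEG counts, mitochondrial transcripts and named genes, and was not run for the overlaps and the set test.

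The DEG counts of the comparisons with Wien-I stayed within 1.5 times of those reported under every alternative but limma's treat test, which gave 62 lower and 38 higher for untreated and 62 lower and 40 higher for treated Holland-I, and 111 DEGs in any comparison. This test gave 0 DEGs lower and 0 higher between treated and untreated Holland-I (3 and 0 at an unadjusted p under 0.05), and 0 of the 8 mitochondrial differences. By its construction it asks whether the fold change exceeds the threshold, and the log2 fold changes themselves, 0.99, 1.01, 0.89 and 0.86 for untreated Holland-I against Wien-I and -1.01, -0.88, -0.81 and -0.94 for treated against untreated, lie near it. With a pseudocount of 5 there were 211 DEGs in any comparison.

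The comparison of treated with untreated Holland-I moved most. The DEGs lower after treatment were 8 with a pseudocount of 5, 8 with a mean of at least 20, 12 in DESeq2 and 42 in edgeR, and 8 of the 12 and 19 of the 42 were among the 21 of limma. The DEGs higher after treatment were 0 with a pseudocount of 5 and 0 with a mean of at least 20 (0 at an unadjusted p under 0.05 in both), 0 in edgeR and 0 in DESeq2 (6 and 18 at an unadjusted p under 0.05), 8 with no filter on low values, 8 with array weights, 6 after quantile normalization and 1 with only the groups compared in the fit. The cause was not tested.

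The overlaps of DEGs with the lists of genes carrying variants kept p under 0.05 and an odds ratio above 1 under all 16 alternatives, with odds ratios from 2.18 to 3.33 for all listed genes, 7.76 to 258 for retrotransposon genes and 3.82 to 9.22 for invasion genes. The 50 DEGs with variants became 24 in the treat test, 30 when called in both comparisons with Wien-I and 23 with hypothetical proteins left out, each of which asks for more of a gene by its construction. The odds ratio was not computed for the last, since descriptions of genes outside the list were not used here. The mean log2 fold change of the retrotransposon list was past 0.05 with fry (0.12 for untreated and 0.15 for treated Holland-I against Wien-I), with a mean of at least 20 (0.36, 0.60 and, between treated and untreated, 0.24), and for untreated Holland-I after quantile normalization (0.21). Fry asks a different question from camera, as it does not set the list against the other genes. The cause of the other differences was not tested. Between treated and untreated Holland-I the mean was -0.03 in edgeR, where it was not past 0.05. The set test was not run under the treat test and DESeq2.

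For the named genes, 1416 values kept their call, or stayed without one, with a library left out, 32 lost it and 1 gained it. Under the other alternatives except the treat test 803 kept, 16 lost and 5 gained it, and under the treat test 50 kept and 19 lost it. Calls lost with single libraries were those of CSUI_006151, CSUI_008474, CSUI_010565, CSUI_008347, CSUI_005019, CSUI_006321 and, for treated Holland-I against Wien-I, srs44 (CSUI_009377), at -0.996 without treated replicate 5 and -0.98 without Wien-I replicate 2. No called value changed its direction.

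The groups share replicate numbers, but the 21 pairs of libraries with the same number deviated from their group means with correlations from -0.0763 to 0.121 (median 0.0181), and the 126 other pairs with correlations from -0.097 to 0.115, so the numbers were not taken to pair the libraries. With the replicate block there were 118 lower and 102 higher DEGs for untreated Holland-I against Wien-I, 142 and 102 for treated Holland-I against Wien-I, and 23 and 3 between treated and untreated Holland-I.

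Depth limits the genes with few reads, such as microneme protein 13 (CSUI_006151), with 44 reads over the Wien-I libraries, and CSUI_008474, with 47 over those of untreated Holland-I.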

Differences from the paper's values

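For treated Holland-I against Wien-I, the paper's text gives 171 upregulated DEGs, and 103 were higher here. Of the 13 alternatives set before the data were examined, only quantile normalization, with 121, came within 1.5 times of the paper's value, and the other 12 did not. The panel of Fig. 2 for this comparison prints the numbers of the text for the opposite directions. With the direction turned, the paper's 171 stands beside 142 lower here and its 101 beside 103 higher, neither pair more than 1.5 times apart. In that direction the lower count was further away under a pseudocount of 5 (107), a mean of at least 20 (106) and the treat test (62), and the higher count under the treat test (40). DESeq2 gave 181 lower and 103 higher.

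For treated against untreated Holland-I, the paper gives 11 downregulated DEGs, and 21 were lower here. Within 1.5 times of the paper's value were the counts with a pseudocount of 5 (8), with a mean of at least 20 (8), after quantile normalization (16) and in DESeq2 (12, of which 11 are nuclear). The other 9 of the 13 alternatives were not. With each library left out in turn the count was 16 to 27, and within 1.5 times of the paper's value only without treated replicate 7 (16).

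The paper gives 24 DEGs with variants, and 50 DEGs of the comparisons with Wien-I were in its list of genes with variants here. Within 1.5 times were the counts with a pseudocount of 5 (36), in the treat test (24) and for DEGs shared by both comparisons (30), and the other 13 of the 16 alternatives were not. Of the 50 genes, 28 are not in Table 2, and all but 1 of these 28 are described as hypothetical proteins. With hypothetical proteins left out of the list, a setting chosen after the values were seen, 23 DEGs had variants, which is within 1.5 times of the paper's 24, and 0 of the 24 genes of Table 2 are dropped by this choice, of which 22 are among the 23. In Table 2, 18 of the 24 genes are given a moderate impact, 1 a high and 5 a low impact, and the text counts more with moderate impact.

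Fig. 2A and 2B place the genes with the largest fold changes on the side of higher expression in Holland-I. Here the largest changes on the scale of log2(normalized count + 1) were falls, down to -9.74 for CSUI_010225, which is also how Fig. 2D and Supplementary Table 3 list them. In the sentence on the share of upregulated genes, the paper's count for untreated Holland-I equals the downregulated count of treated Holland-I in the preceding text (101), and the paper's count for treated Holland-I equals the upregulated count of untreated Holland-I there (104), while 102 genes were higher in untreated and 103 in treated Holland-I here. In the cell signalling category the paper counts fewer genes with increased expression than the 4 of 11 that were higher here, with 7 lower, and Table 1 itself gives 3 higher and 3 lower for untreated Holland-I and 3 higher and 7 lower for treated Holland-I. In the invasion category the paper counts more genes lower in untreated Holland-I than the 19 found here, with 8 higher in both. For dynein the paper counts all of its genes as upregulated, and 8 of the 9 tested were DEGs here, with all 9 higher.

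For the genes of Table 1, DESeq2 on the recovered reads came within 0.01 of the paper's log2 fold change for 54 of 55 values of untreated Holland-I against Wien-I, 56 of 56 of treated Holland-I against Wien-I and 2 of 2 of treated against untreated. The exception is CSUI_000007, for which the paper gives 1.00 in both comparisons with Wien-I, while DESeq2 gave 0.90 and 1.00 and limma 0.86 and 0.95. limma called 51, 51 and 1 of these values. Of the 67 genes of Table 1, 60 were DEGs of limma in a comparison with Wien-I, and 63 when adjusted over the list alone, which is not independent evidence since the paper chose the list on these samples. The calls of the paper that limma did not make are, for untreated Holland-I, CSUI_003091, CSUI_005475 (left out by the filter), CSUI_000007 and CSUI_009428, for treated Holland-I, CSUI_001240, CSUI_008474, CSUI_011137, CSUI_010377 and CSUI_000007, and between treated and untreated, srs44 (CSUI_009377). DESeq2 made all of these calls except that of CSUI_000007 in untreated Holland-I, which no setting made. edgeR made those of srs44 and, in treated Holland-I, CSUI_001240, CSUI_008474, CSUI_011137 and CSUI_010377. With only the groups compared in the fit, CSUI_001240, CSUI_008474 and CSUI_010377 were called in treated Holland-I, and with array weights CSUI_003091 in untreated and CSUI_001240 in treated Holland-I. Quantile normalization called CSUI_011137 and CSUI_000007 in treated Holland-I, and a pseudocount of 0.5 and rescaling without the mitochondrial rows and the 10 largest genes called CSUI_011137. With a library left out, CSUI_003091 was called in untreated Holland-I without untreated replicate 2 or Wien-I replicate 6, and in treated Holland-I CSUI_001240 without untreated replicate 2, CSUI_008474 without untreated replicate 3, CSUI_011137 without treated replicate 3, 5 or 6 or Wien-I replicate 1, 2 or 5, and CSUI_000007 without treated replicate 3 or Wien-I replicate 2. For CSUI_001909 the paper lists no significant change in treated Holland-I, and DESeq2 gave -6.03 and limma -6.06. limma also called CSUI_010565 and CSUI_004829 in treated Holland-I against Wien-I and CSUI_010377 between treated and untreated Holland-I, which Table 1 and DESeq2 do not.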

Other observations

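The test of neighbouring genes was chosen only after the result was seen. So were the size of 4 for large changes and the choice of camera over fry for the gamete genes. The other tests here were chosen before.

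Chance is argued against for the DEGs of all 3 comparisons if the libraries are independent, which the sources used here do not show. In 100 of the 1716 splits of the 14 libraries, only 1, the real one, gave as many DEGs in each of the 3 comparisons, and the largest counts of other splits were 7 for untreated Holland-I against Wien-I, 0 for treated Holland-I against Wien-I and 2 for treated against untreated Holland-I. Strain and any difference between the cultures of the strains other than resistance cannot be separated with 1 isolate of each.

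The fall of the mitochondrial transcripts after treatment stayed when the values were rescaled without these rows and the 10 largest genes, where the smallest fall was -0.82. The rescaling moved the median log2 fold change of all genes between treated and untreated Holland-I only from 0.0059 to -0.0069. These rows and genes thus had too little weight in the scaling to cause the fall. Other changes in library composition were not tested. An effect of the drug on mitochondrial transcripts, a loss of mitochondria and a difference in the stages present may each underlie it, and none was tested.

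Of the genes that changed by at least 4 on the log2 scale in untreated Holland-I, 31 fell and 7 rose. A candidate explanation is that reads of Holland-I with variants against the Wien-I reference, or with a gene that is lost, are not counted. Over the 844 tested genes with listed variants, the number of variants and the log2 fold change had a Spearman correlation of -0.0651 across genes, which are not independent replicates (permutation p = 0.0589). Of the 31 falls, 6 were in the list, or 19.4% compared with 7.79% of tested genes, an odds ratio of 2.85 (two-sided Fisher's exact test, p = 0.0301, which takes genes as independent although neighbouring genes fell together). Of the 7 rises, 3 were in the list too. In 6 of the falls at most 3 reads were counted over the untreated libraries, and in 0 of the rises over the Wien-I libraries. The variants and the expression cannot be told apart as the source of the falls, since a variant can lower the reads that align or the transcript itself, and absent genes carry no listed variant.

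DEGs of the comparisons with Wien-I lay next to each other more often than random genes. Over 7252 pairs of neighbouring tested genes with consecutive locus tags in the gene table of ASM260058v1, which holds 297 of these DEGs, 36 pairs were both DEGs, 34 of them in the same direction, compared with a median of 6 and a largest count of 16 in 10000 random sets of as many genes matched on expression in 10 bins (permutation p = 0.0001, the smallest these sets can give). This is a hypothesis found and tested on the same data. Shared regulation of regions, a copy number difference between the strains, tandem members of families and transcription running on between genes may each give such pairs, and no test here separates them.

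The dynein genes were higher in Holland-I, and more gametes in its cultures is a candidate explanation. The 9 gamete genes of Supplementary Table 2 had a mean log2 fold change of -0.21 in untreated Holland-I against Wien-I, with 3 higher and 6 lower, and 1 of them was a DEG (2 when adjusted over the list alone). With limma's camera and fry tests the p-values were 0.104 and 0.00101 (adjusted p = 0.312 and 0.00302 over the 3 comparisons). In fry's mixed test for change in either direction adjusted p from limma was 0.00110. For treated Holland-I against Wien-I the mean was -0.09, with 3 higher and 6 lower. Adjusted p there was 0.393 with limma's camera test, 0.0736 with its fry test and 0.596 with fry's mixed test. In neither comparison were these genes higher as a set. The dynein genes had a median log2 fold change of 2.28 in untreated Holland-I, but the paper listed them as DEGs of these same libraries. The absence of a rise in the gamete genes argues against more gametes, as far as these 9 genes show. They are few and go both ways, and camera was chosen over fry after both had been seen, so the explanation is not excluded.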
